# Epithelial response to a high-protein diet in rat colon

**DOI:** 10.1186/s12864-017-3514-z

**Published:** 2017-01-31

**Authors:** Martin Beaumont, Mireille Andriamihaja, Lucie Armand, Marta Grauso, Florence Jaffrézic, Denis Laloë, Marco Moroldo, Anne-Marie Davila, Daniel Tomé, François Blachier, Annaïg Lan

**Keywords:** Epithelial cells, Colon, Dietary protein, High-protein diet, Transcriptome, DNA damages, Barrier function, Mucus, Epithelial renewal

## Abstract

**Background:**

High-protein diets (HPD) alter the large intestine microbiota composition in association with a metabolic shift towards protein degradation. Some amino acid-derived metabolites produced by the colon bacteria are beneficial for the mucosa while others are deleterious at high concentrations. The aim of the present work was to define the colonic epithelial response to an HPD. Transcriptome profiling was performed on colonocytes of rats fed an HPD or an isocaloric normal-protein diet (NPD) for 2 weeks.

**Results:**

The HPD downregulated the expression of genes notably implicated in pathways related to cellular metabolism, NF-κB signaling, DNA repair, glutathione metabolism and cellular adhesion in colonocytes. In contrast, the HPD upregulated the expression of genes related to cell proliferation and chemical barrier function. These changes at the mRNA level in colonocytes were not associated with detrimental effects of the HPD on DNA integrity (comet assay), epithelium renewal (quantification of proliferation and apoptosis markers by immunohistochemistry and western blot) and colonic barrier integrity (Ussing chamber experiments).

**Conclusion:**

The modifications of the luminal environment after an HPD were associated with maintenance of the colonic homeostasis that might be the result of adaptive processes in the epithelium related to the observed transcriptional regulations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3514-z) contains supplementary material, which is available to authorized users.

## Background

Colonic epithelium faces a highly complex mixture of residual nutrients, resident bacteria and their metabolites. Modifications of the luminal environment are known to affect the colonic epithelium and may result in colonic homeostasis perturbation by alteration of the barrier function, modification of the epithelial renewal and impairment of the mucosal immune response [1]. Among several environmental factors, dietary changes have been shown to affect the colon luminal environment and mucosal homeostasis [2].

HPD have a significant effect on the large intestine luminal ecosystem. Indeed, HPD increase the amount of undigested peptides that reach the large intestine [3–5], modify the gut microbiota composition [6–8] and increase protein fermentation by the large intestine bacteria [8–10] resulting in the production of numerous amino acid-derived metabolites [11, 12]. Among them, ammonia, *p*-cresol and hydrogen sulfide have been found to inhibit colonocyte respiration, when present at high concentrations [10, 13, 14]. In addition, *p*-cresol has been shown to induce DNA damage in colonocytes [13]. In contrast, other amino acid-derived metabolites such as indolic compounds contribute to the maintenance of epithelial homeostasis [15, 16].

These HPD-induced changes in the colonic luminal environment have been associated with several effects on the large intestine mucosa. In rats fed an HPD, the height of colonocyte brush border (a key functional feature of absorptive cells) is markedly reduced probably in relation with the observed perturbation of mitochondrial metabolism [10]. An HPD also modifies goblet cell distribution in rat colonic epithelium together with an increased gene expression of mucin 3 (*Muc3)* [17] while it does not change colonic mucosal immune response except for a decreased interleukin-6 (*Il-6*) mRNA expression [17]. In HPD-fed piglets, mucin gene expression as well as pro- and anti-inflammatory cytokines are upregulated in the colonic mucosa without modification of the histological aspect [18, 19]. In this latter animal model, there is no change in colonic barrier function after the HPD [20]. Conflicting results, according to the model and/or the type of HPD used, have been reported regarding the induction of DNA damage in colonocytes of rats fed an HPD [21–24]. Recently, it was concluded from microarray experiments that an HPD upregulates in rat colonic mucosa the expression of genes implicated in glutathione metabolism, chemotaxis, tumor necrosis factor-α signaling and apoptosis while it downregulates genes related to oxidative phosphorylation, glycosylation of mucins and innate immune responses [8]. Since the colonic mucosa contains a cell mixture from epithelium, lamina propia and muscularis mucosae layers, it is not possible to determine from that study what are the effects of HPD specifically on colonic epithelial cells that are directly exposed to luminal changes induced by these diets.

In this context, the aim of the present study was to characterize the epithelial response to a whole milk protein-based HPD in rat colon compared to an NPD. The experimental settings were similar to our previous studies showing an HPD-induced modulation of the microbiota composition and of the luminal bacteria metabolite content in the rat large intestine [7, 10, 17]. Gene expression signature was determined by transcriptome profiling in combination with cellular and functional analysis to define the effects of an HPD consumption at the colonic epithelial level.

## Methods

### Animals and diet

The present protocol received written agreement from the local animal ethical committee (COMETHEA at Jouy-en-Josas, France, N°12/090). Male Wistar rats (Harlan, Gannat, France) weighing 150 g (5–6 weeks) were fed for 1 week a standard rodent diet containing 16% protein by weight. Subsequently, 16 rats received for 15 days either an NPD (*n* = 8) or an HPD isocaloric (*n* = 8) adjusted on digestible carbohydrates (Table 1) and water ad libitum. The animals were maintained in a 12:12-h light-dark cycle with the dark period beginning at 7:00 PM. At the end of the experiments, rats were anesthetized with pentobarbital sodium (40 mg/kg body weight). The whole colon was isolated and the last 2 cm-segment was used for Ussing chamber experiments or for histology examination. The remaining part of the colon was used for colonocyte isolation.

**Table 1:** Composition of the experimental diets

Ingredients (g/kg)	NPD^a^	HPD^a^
Whole milk proteins	140	530
Corn starch	622.7	287.0
Sucrose	100	45.7
Cellulose	50	50
Soybean oil	40	40
Choline	2.3	2.3
Vitamin mixture, AIN 93-V	10	10
Mineral mixture, AIN 93-M	35	35
Energy, kJ/g	14.6	14.6

^a^ *NPD* normal-protein diet, *HPD* high-protein diet

### Colonocyte isolation

Colonic epithelial cells (colonocytes) were isolated as previously described [25]. Briefly, colon was flushed with a NaCl 9 g/l solution and then with a Ca^2+^ and Mg^2+^ -free Krebs Henseleit bicarbonate (pH 7.4) buffer solution containing 10 mM HEPES, 5 mM DTT, and 2.5 g bovine serum albumin and equilibrated against a mixture of O_2_ and CO_2_ (19:1, vol/vol). Then, colon was perfused for 20 min at 37 °C with the same buffer containing 10 mM EDTA. Colonocytes were detached by gently tapping the colon.

### RNA extraction from isolated colonocytes and microarray experiment

After three washes in PBS by centrifugation (200 g, 3 min), isolated colonocytes were immediately homogenized in Trizol and stored at -80 °C prior total RNA extraction [26]. A subsequent step of RNA purification was performed using the RNeasy Mini Kit and DNase I (Qiagen). RNA integrity was checked using a 2100 Bioanalyzer (Agilent Technologies). Sixteen colonocyte RNA samples (8 from NPD and 8 from HPD groups) were used for microarray experiment with SurePrint G3 Rat Gene Expression v2 8x60K Microarrays (AMADID: 028279) according to the manufacturer instructions (Agilent Technologies). Differential analysis of transcriptomic data was performed with the Bioconductor R package Limma [27]. Data were normalized with a log2 transformation, centered by array and replicate spots were averaged. Principal component analysis revealed two outliers (one in each group) that were removed from further analysis (Additional file 1: Figure S1). A linear model was fitted using *lmFit* function, with the diet as a fixed effect. Empirical Bayes approach was used to compute *p*-values and change in gene expression (*eBayes* function). Correction for multiple testing was done with the Benjamini-Hochberg procedure [28]. Differentially expressed (DE) genes selected with the adjusted *p*-value (q) cut-off q < 0.1 were used for pathway analysis using Ingenuity Pathway Analysis Software (Qiagen, Build version 355958 M, Content version 24718999, Release Date 2015-09-14). A flow diagram of the transcriptome analysis is presented in Additional file 2: Figure S2. The data have been deposited in the Gene Expression Omnibus with the accession number GSE83953.

### Real-time PCR

Quantitative real-time polymerase chain reaction (qRT-PCR) was performed to validate microarray experiment using a set of rat-specific primers (Eurogentec) which were designed using the Oligo Explorer 1.1.0 software (GeneLink), based on published sequences of the target genes (sequences available on request). After cDNA synthesis from mRNA using the High Capacity cDNA Reverse Transcription Kit (Life Technologies), qRT-PCR was performed using the power SYBR Green PCR master mix on a StepOne Real-Time PCR system platform (Life Technologies). Gene expression levels for each sample were normalized relative to the *Hprt* gene, using the 2^−ΔΔCt^ calculation.

### Comet assay

DNA strand breaks and alkali-labile sites in isolated colonocytes were assessed using the alkaline version of the comet assay. Cells were rinsed with PBS and pelleted by centrifugation for 3 min at 200 g three times before re-suspension in sucrose 85.5 g/L, DMSO 50 mL/L prepared in citrate buffer (11.8 g/L), pH 7.6, and immediately frozen at -80 °C. Three microscope slides per condition were coated with 1% normal melting point agarose (NMA) and allowed to dry. Ten thousand cells per slide were mixed with 0.6% low melting point agarose (LMPA) and deposited over the NMA layer. The cell/LMPA mix was then allowed to solidify on ice for 20 min. Slides were immersed in lysis solution (2.5 M NaCl, 100 mM EDTA, 10 mM Tris, 10% DMSO, 1% Triton X-100) overnight at 4 °C, before being rinsed in 0.4 M Tris pH 7.4. DNA was then allowed to unwind for 1 h in alkaline electrophoresis solution (300 mM NaOH, 1 mM EDTA, pH > 13). Electrophoresis was performed in an electric field of 21 V and 300 mA for 20 min. Slides were then neutralized in 0.4 M Tris pH 7.4 and were stained with 20 μL of 10 000 X diluted Sybr Gold (Life Technologies). Fifty μM H_2_O_2_ (positive control) were directly deposited onto the agarose layer containing the cells and were incubated for 20 min at 37 °C. At least 50 comets per slide were analyzed under a fluorescence microscope (Carl Zeiss) connected to a charge-coupled device camera with a 350–390 nm excitation and 456 nm emission filter at x 20 magnification. Comets were measured and analyzed using Comet IV software (Perceptive Instruments).

### Histology

After an overnight fixation, 0.5 cm sections of distal colon were embedded in paraffin wax. Immunohistochemistry Ki67 labelling was carried out on 4 μm-transversal colon sections at the Cochin HistIM Facility. After antigen unmasking in sodium citrate buffer 10 mM pH 6.0, expression of Ki67 was detected using an anti-Ki67 antibody (ab15580, Abcam, dilution 1:500) and counterstained with hematoxylin and eosin.

### Western blot

Isolated rat colonocytes were lysed in RIPA buffer containing a protease inhibitors cocktail (Roche). Total protein extracts (30 μg) were loaded into 4–12% Criterion XT gel (Bio-Rad) before electrophoresis in MOPS buffer (Bio-Rad). After transfer on nitrocellulose membrane and incubation in blocking solution (TBS pH 7.5, 0.05% Tween 20 and 5% (weight:volume) BSA, membranes were incubated overnight (4 °C) with a primary antibody directed against activated-caspase 3 (Abcam 2303, rabbit, 1/1000) or proliferating cell nuclear antigen (PCNA, Abcam 29, mouse, 1/1000) or claudin-1 (Invitrogen, 717800, rabbit, 1/250) diluted in the blocking solution. After washes, blots were incubated for 2 h at room temperature with an anti-rabbit or anti-mouse HRP-linked secondary antibody (Jackson Immuno Research Laboratories, 1/5000) or a goat anti-actin-HRP (Santacruz Biotechnologies C-11, 1/1000) diluted in the blocking solution. After 3 washes, detection was performed by chemiluminescence using Clarity Western ECL substrate (Biorad) and the FluorChemFC2 device with AlphaView software (Cell Biosciences).

### Ussing chambers experiments

Rat distal colon was mounted in the EasyMount (Physiologic Instrument Inc.) Ussing chambers with an exposed area of 0.5 cm^2^. Tissues were bathed in Krebs-Ringer bicarbonate buffer (KRB) with the following composition (in mM): 120 NaCl, 4.6 KCl, 0.5 MgCl_2_, 0.7 Na_2_HPO_4_, 1.9 NaH_2_PO_4_, 15 NaHCO_3_ and 1.2 CaCl_2_. Serosal KRB contained 10 mM glucose (pH 7.35) and mucosal KRB, 10 mM mannitol (pH 7). Each chamber side was gassed with 95% O_2_ – 5%CO_2_ and kept at 37 °C. After 15 min equilibration, the trans-mural potential (*V*_*t*_, mV) was continuously recorded in open circuit configuration by the automated dual-channel epithelial voltage clamp EC825A (Warner Instruments LLC). Each 15 min, the tissues were successively voltage-clamped to zero to obtain the short-circuit current (*I*_sc_, μA/cm^2^) and a ± 5 μA current was pulsed to measure the trans-mural electrical resistance (*R*_*t*_, ohm∙cm^2^). Analogue signals were digitized using the PowerLab® 8/35 data acquisition system and analyzed with the LabChart® software (AD Instruments).

FITC dextran (FD4, Sigma) was used to evaluate the epithelial barrier integrity. After the 15 min tissue equilibration step, FD4 was added to the chamber mucosal side at the final concentration of 0.2 mM.100 μL aliquots were collected from the serosal side every 15 min over two h and replaced with 100 μL of fresh KRB. Fluorescence was measured with the Infinite® 200 Pro spectrofluorimeter (Tecan) with an excitation and emission wavelengths of 490 nm and 520 nm respectively, and FD4 amounts were calculated against a FD4 standard curve. The FD4 apparent permeability coefficient (*P*_*app*_, cm/s) was determined using the following equation: *P*_*app*_ = (*dQ/dt*) x (1/*AC*_*0*_) where *dQ/dt* is the FD4 transport rate across the epithelium (mmol/s), *A* is the exposed surface area (cm^2^), *C*_*0*_ is the initial FD4 concentration in the mucosal compartment (mmol/mL).

### Statistical analysis

Statistical analyses were performed with Prism 7 sofware (GraphPad). Mean values of measured parameters in NPD and HPD-fed rat groups were compared with an unpaired *t*-test. Differences with *p*-values < 0.05 were considered as statistically significant.

## Results

As shown in Fig. 1a, the macroscopic aspect of colon from rats fed an HPD or an NPD were markedly different. Colons from rats fed an HPD were distended due to a very large increase in luminal content (Fig. 1b). This observation supports the hypothesis that the HPD deeply reshaped the luminal environment in contact with epithelial cells.

**Fig. 1:**
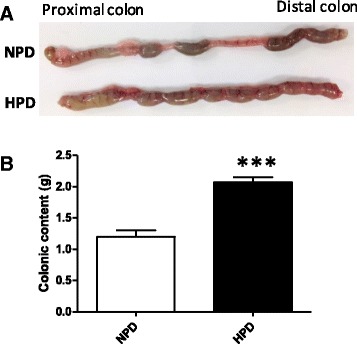
**a** Macroscopic aspects of colon from rats fed a normal-protein diet (NPD) or a high-protein diet (HPD). **b** Colonic content weight. **a**-**b** Data presented on histograms are means +/- S.E.M. Mean values were compared with a *t* test. ***: *p* < 0.001

### Effects of the high-protein diet on transcriptomic profile in colonocytes

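Colonocytes, the epithelial cells that line the colon, were taken on day 15 from rats on a normal-protein diet (NPD) with 140 g of whole milk protein per kg or a high-protein diet (HPD) with 530 g per kg. Their RNA was labelled with a single dye and hybridised to Agilent arrays, 1 array per rat, and 7 NPD and 7 HPD arrays were analysed here. The samples that the authors removed as outliers after principal component analysis were not analysed here. Each array had 62976 spots, of which 58717 were not controls and belonged to 30367 distinct probes with 26276 gene names. The deposited scanner files give the brightness of each spot on a linear scale. The methods of the paper state a log2 transformation, centring by array, averaging of replicate spots and a limma fit with diet as the fixed effect, while the signal column and the centring statistic are not named in its text. Here the background-subtracted signal of the scanner software was log2-transformed, centred on each array's median and averaged over the spots of a probe. Diets were compared with limma over all probes without a filter on signal, and a probe was called differentially expressed at a Benjamini-Hochberg q-value below 0.1. In counts over all probes a gene was called where any of its probes was, and the brightest probe of a gene stood for it wherever a single gene is named or listed genes are counted.

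Between 19640 and 20976 probes were well above background on the NPD arrays (median 19768) and between 18839 and 20376 on the HPD arrays (median 19561). The median net signal was 179 ± 21.3 (SD, n = 7) on the NPD arrays and 141 ± 13.0 (SD, n = 7) on the HPD arrays (exact two-sided permutation test, p = 0.0035, and 0.00245 within slides). Correlations between pairs of arrays ranged from 0.970 to 0.992, and the number of arrays limits the precision of every value. The arrays lay on 2 slides, each scanned as a run of its own. Slide 1 held 4 NPD and 3 HPD arrays, and slide 2 held 3 NPD and 4 HPD arrays. In a fit of diet and slide, slide changed 12164 of the 30367 probes at the same q-value, so each comparison was also fitted with slide as a block. The exact permutation tests of single genes leave slide in the spread between rats, and a test that regroups the arrays only within their slide (1225 regroupings) was added after seeing the data. Of the 56 genes of Table 2 and the figures, 36 had an exact permutation p under 0.05 over all splits and 42 within slides. The authors further deposited a normalized table with 26414 rows. For all 26261 gene names compared and on each of the 14 arrays, its values lay within 0.001 of the log2 median pixel signal without background subtraction, shifted by 1 constant per array and averaged per gene name. The fit of this table with slide as a block was chosen after seeing the data.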

Microarrays were used to compare the transcriptome profile in colonocytes from rats fed an HPD or an NPD. The analysis identified 1910 differentially expressed (DE) genes between the HPD and the NPD groups at a q-value of 0.1. Among these genes, 646 were upregulated by the HPD while around twice more genes (1264) were downregulated by the HPD. 

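limma called 17 probes of 16 genes at that q-value, and 3465 of the 30367 probes had an unadjusted p under 0.05. In 83 probes, all 7 HPD values lay above or all below the 7 NPD values, which is 0.273% of the probes against 0.0583% by chance. With slide as a block 26 genes were called, and the 16 genes were among them. Of the processing choices varied, normexp background correction of the mean pixel signal moved the count most among those fixed in advance, to 4995 genes. Leaving out HPD replicate 1 gave 147 genes, the 16 among them, and the other 13 fits that leave out an array gave between 8 and 26. The deposited table gave 18 genes on its own and 2767 with slide as a block. Of the 1910 genes in the paper's Table S1, 1688 were matched by name to the deposited table. In the scanner values 1640 of these changed in the direction that Table S1 gives, and 5 were called. In the deposited table with slide as a block, 1654 of the 1688 lay within 0.001 of Table S1 in fold. The q-values of 1654 lay within 1e-04 of Table S1. Calls of that fit among genes that the paper lists, in all sections below, are therefore not independent evidence.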

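All 16 called genes were higher in the HPD group and limma called 0 lower, with 1781 higher and 1684 lower probes at an unadjusted p under 0.05. The lowest q-value of a lower probe was 0.135. Scaling and signal column moved this split: 7 of the 18 genes called from the deposited table were lower (38.9%), as were 1819 of the 4995 after normexp (36.4%) and 4 of the 19 with the mean or the median pixel signal (21.1%). With slide as a block, 4 of 26 genes were lower (15.4%). Leaving out HPD replicate 1 gave 64 higher and 83 lower genes (56.5%), while each other fit that leaves out an array called more genes higher than lower. In the deposited table with slide as a block, 1050 genes were higher and 1717 lower (62.1%).

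The change also depended on signal. Across probes, which are not independent replicates, Spearman's rho between log2 fold change and mean log2 signal was -0.25 and Pearson's r was -0.16. The median log2 fold change over all probes was 0.11, and 0.00067 after cyclic loess between arrays, which removes trends with signal. In the decile of probes with the lowest signal the median was 0.24, in the seventh decile it was -0.04 and in the decile with the highest signal 0.13. The corresponding medians in the deposited table with slide as a block were 0.17, -0.11 and -0.06. In that fit 277 genes of the lowest decile were called higher and 0 lower, against 23 higher and 453 lower in the seventh decile.

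**Figure D1:**
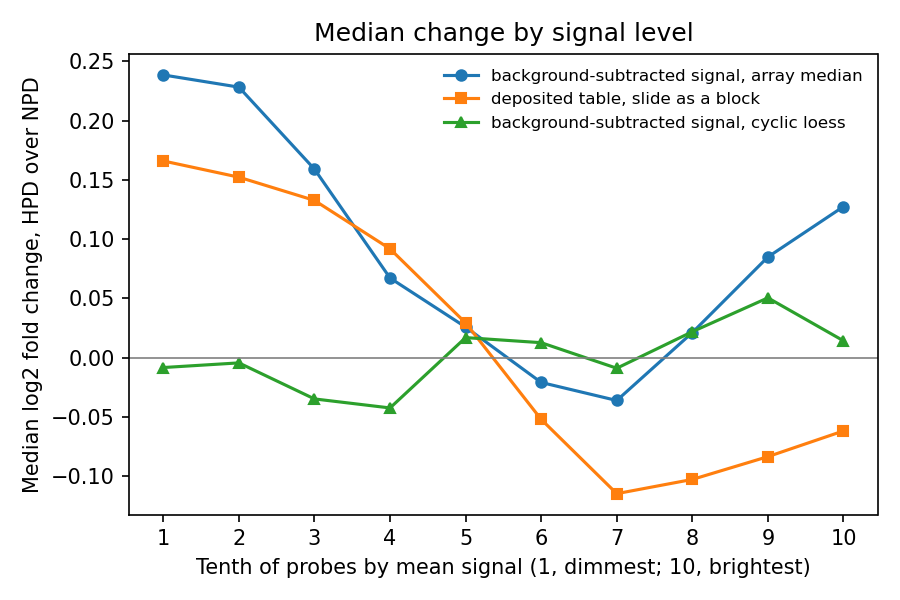
Median log2 fold change of the HPD over the NPD group in each decile of the probes by mean signal, ordered from dimmest to brightest, for the background-subtracted signal, the deposited table with slide as a block (deciles of its own genes) and the background-subtracted signal after cyclic loess. The medians of the first series fall from 0.24 in the dimmest decile to -0.04 in the seventh, those of the deposited table from 0.17 to -0.11, and those after cyclic loess lie between -0.04 and 0.05.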

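Mt2A, which encodes metallothionein 2A, a small zinc-binding protein, had a log2 signal relative to the array median of 7.79 ± 0.57 (SD, n = 7 rats) in the NPD group and 10.55 ± 0.52 (SD, n = 7) in the HPD group. The log2 fold change was 2.76 (standard error 0.27, limma adjusted p = 0.00139), and every HPD value lay above every NPD value. The exact two-sided permutation p was 0.00058, the smallest that 7 rats against 7 allow. Its other probe gave 2.28. Over the settings run for it, the log2 fold change stayed between 2.52 and 2.89 with adjusted p from 0.000277 to 0.0941, and the gene was called in all 32. Mt1a, encoding metallothionein 1A, rose by 1.68 on the log2 scale (standard error 0.23, limma adjusted p = 0.0109), in 7 of 7 HPD rats, and was called in all 30 settings, with adjusted p from 0.0024 to 0.0954.

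Slc39a4, which encodes a zinc importer of the cell membrane, fell from 7.58 ± 0.44 (SD, n = 7) in the NPD group to 6.72 ± 0.45 (SD, n = 7) in the HPD group, a log2 fold change of -0.86. All 7 HPD values were below the NPD mean (exact two-sided permutation test, p = 0.0047), but the gene was not called (limma adjusted p = 0.417). In 9 of its 30 settings it was called, with log2 fold changes from -1.06 to -0.72 and adjusted p from 0.0181 to 0.627. Among the settings that called it are quantile normalization, cyclic loess and the deposited table. Further fits outside these 30, chosen after seeing the data, also called it, except centring on the 75th percentile with slide as a block. The lowest change among them was -1.07, for normexp with slide as a block. Tfrc, the transferrin receptor gene, rose from 5.60 ± 0.38 to 6.38 ± 0.43 (SD, n = 7 in each group), above the NPD mean in 7 of 7 HPD rats (log2 fold change 0.79, limma adjusted p = 0.417). The other Tfrc probe had a log2 fold change of 1.02 and was called (limma adjusted p = 0.041), and over 32 settings the adjusted p ran from 0.041 to 0.627, with calls in 6.

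**Figure D2:**
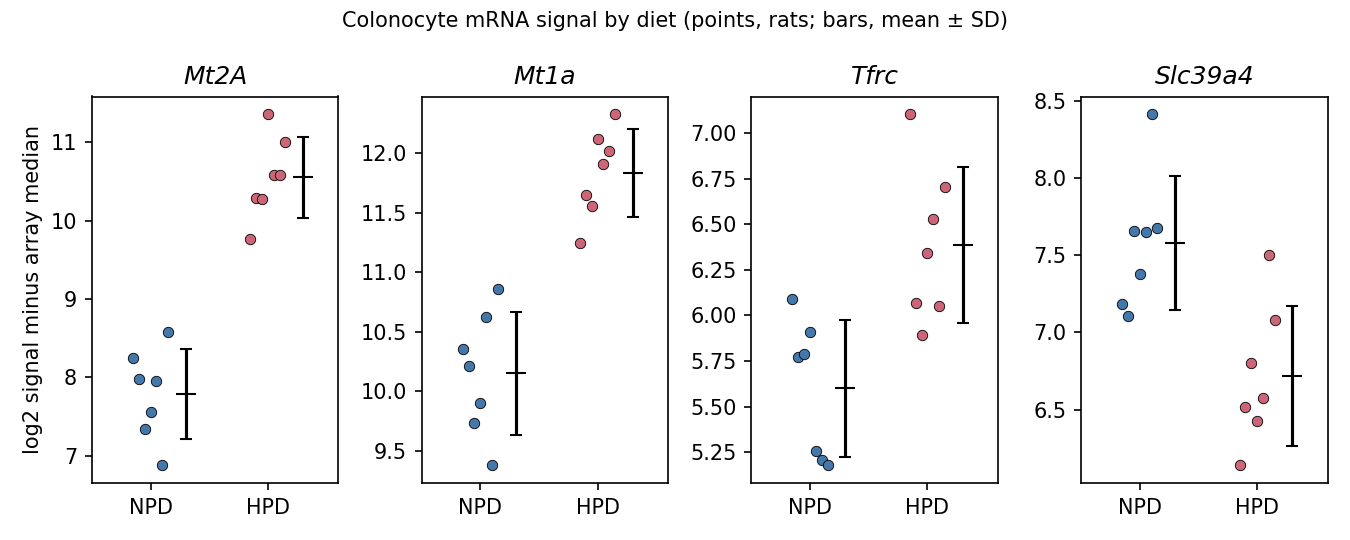
Log2 signal minus the array median (vertical axis) of Mt2A, Mt1a, Tfrc and Slc39a4 in colonocytes of NPD and HPD rats; points are rats, and bars give the mean ± SD of 7 rats. For Mt2A and Mt1a every HPD rat lies above every NPD rat, while the groups overlap for Tfrc and Slc39a4.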

Fold changes in DE genes between HPD and NPD-fed rats ranged from 5.85 (*Mt2a*, metallothionein 2A) to -2.09 (*Slc39a4*, solute carrier family 39 zinc transporter, member 4). The 20 top DE genes between HPD and NPD-fed rats are listed in Table 2 while the full list is shown in Additional file 3: Table S1. 

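Of these 20 genes, 18 were found on the array by symbol. The 9 genes that Table 2 gives as upregulated were higher in the HPD group and the 9 downregulated ones lower. limma called 4 of them over all probes by their brightest probe (Mt2A, Mt1a, Mt4 and Krtap13-2), Tfrc by its other probe, and 18 when adjusted over the list alone, which is not independent evidence because the list was chosen on the same samples. The exact two-sided permutation p was under 0.05 for 16. Mt4 had a log2 fold change of 1.09 (limma adjusted p = 0.0734, higher in 7 of 7 HPD rats) and was called in 18 of 30 settings, with adjusted p from 0.0125 to 0.214. For Krtap13-2 the change was 1.36 (limma adjusted p = 0.0359, 7 of 7 rats), its other probe gave 0.72, and 28 of 32 settings called it, with adjusted p from 0.00837 to 0.173. Spink4 rose by 1.82, in 7 of 7 rats, with an exact permutation p of 0.0041 and a limma adjusted p of 0.417, which ran from 0.0486 to 0.627 over its settings. The lower genes were not called. Ppp2r2a fell by 1.27 on the log2 scale, Cpd by 1.04, Cela1 and Pnrc2 by 0.92 each, Ostc by 0.86 and Rpl5 by 0.72, and 6 of 7 HPD rats were below the NPD mean for each of them. Pnrc2 (exact permutation p = 0.0559) and Prdx1 (exact permutation p = 0.074) did not pass 0.05 over all splits but did with the arrays regrouped within slides (exact permutation p = 0.0212 and 0.0351). Normexp called 16 of the 18. The deposited table with slide as a block called all 18, which is not independent evidence either, because its values lay so close to Table S1. With the block, that table called 9 of them after quantile normalization and 7 after cyclic loess.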

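Of the 16 called genes, LOC678966 was below background in both groups and has no fold, and A_64_P152079 was below background on all NPD arrays and on 4 HPD arrays. The fitted log2 fold changes of the called probes ran from 0.69 to 2.76, and by these values the called genes fall in the class above 1.2. After normexp background correction 516 genes were called with a fold change above 1.2, 1583 with one below -1.2 and 2896 between. In the deposited table with slide as a block these classes held 559, 1513 and 695 genes.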

In total, 315 genes were upregulated with a fold change > 1.2 while 1103 were downregulated with a fold change < -1.2, and 492 had limited changes in expression level (-1.2 < fold change < 1.2). To validate microarray data, the expression level of four genes of interest was measured by qRT-PCR (Additional file 4: Figure S3). The results confirmed that *Tfrc* (transferrin receptor) and *Mt1a* were upregulated in the HPD group while *Slc39a4* and *Sdc4* (syndecan 4) were downregulated (q < 0.1).

**Table 2:** Most differentially expressed genes in colonocytes isolated from rats fed a high-protein diet compared to rats fed a normal-protein diet

Gene Symbol	Gene name	Fold change	q-value
*Slc39a*	Solute Carrier Family 39 (Zinc Transporter), Member 4	- 2.09	0.001
*Cela1*	Chymotrypsin-Like Elastase Family, Member 1	-1.97	0.049
*Ppp2r2a*	Protein Phosphatase 2, Regulatory Subunit B, Alpha	-1.97	0.012
*Cpd*	Carboxylpeptidase D	-1.92	0.034
*Hla-a*	Human Leucocyte Antigen-A	-1.80	0.013
*Ostc*	Oligosaccharyltransferase complex subunit (non-catalytic)	-1.76	0.035
*Ndrg1*	N-myc downstream regulated 1	-1.75	0.069
*Pnrc2*	Proline-rich nuclear receptor coactivator 2	-1.73	0.043
*Prdx1*	Peroxiredoxin 1	-1.72	0.078
*Rpl5*	Riposomal protein L5	-1.71	0.052
*Pdha2*	Pyruvate dehydrogenase E1 alpha 2	1.63	0.052
*Prap1*	Proline-rich acidic protein 1	1.66	0.078
*Tfrc*	Transferrin receptor	1.67	0.043
*Rab44*	Member RAS oncogene family	1.67	0.069
*Krtap13-2*	Keratin associated protein 13-2	1.67	0.035
*Znf780b*	Zinc finger protein 780B	1.68	0.013
*Mt4*	Metallothionein 4	1.84	0.034
*Mt1*	Metallothionein 1	2.90	0.012
*Spink4*	Serine peptidase inhibitor, Kazal type 4	3.06	0.049
*Mt1m/Mt2A*	Metallothionein 2A	5.85	0.001

Functional analysis was performed to identify the biological pathways regulated at the mRNA level by the HPD in rat colonocytes. Seventy-seven biological functions were found to be significantly enriched in the set of genes DE between NPD- and HPD-fed rats (*p* < 0.05) (Additional file 5: Table S2). Repartition of these functions into biological categories is shown in Fig. 2a. 

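Ingenuity Pathway Analysis scores pathways from a database that is not used here, so only the direction of the listed members was tallied, and no enrichment was tested. The members in Table S3 are listed because the paper called them, so their directions are not independent evidence. Nor are their calls in the deposited table with slide as a block, whose values lay close to Table S1. Table S3 gives 58 canonical pathways here, of which 17 carry a negative score strong enough to count as downregulated. In each of these 17, most members were lower in the HPD group. Their 128 distinct genes on the array comprised 104 lower and 24 higher ones, with pathway medians from -0.38 to -0.25 on the log2 scale. limma called 0 of the 128 over all probes and 32 when adjusted over the list alone, and 61 had an unadjusted p under 0.05. The deposited table with slide as a block called 123. Among the settings fixed in advance, normexp changed the calls among listed members most. Over the members listed for NF-κB Signaling, integrin signaling, the glutathione pathways, cell death and DNA repair, the number called went from 0 to 86, while the number of lower members was 99 and lay between 97 and 102 in the settings in which it was tallied.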

Eighteen canonical pathways significantly enriched (*p* < 0.05) were predicted to be downregulated in colonocyte of HPD-fed rats (Z-score < -2) and only 1 was predicted to be upregulated (Z-score > 2) (Fig. 2b). The full list of significantly enriched canonical pathways is shown in Additional file 6: Table S3. Functional analysis also identified two predicted transcription regulators: MYC and E2F1, that are known to regulate, respectively, the expression of 29 and 13 genes DE between HPD and NPD-fed rats (*p* < 0.05).

**Fig. 2:**
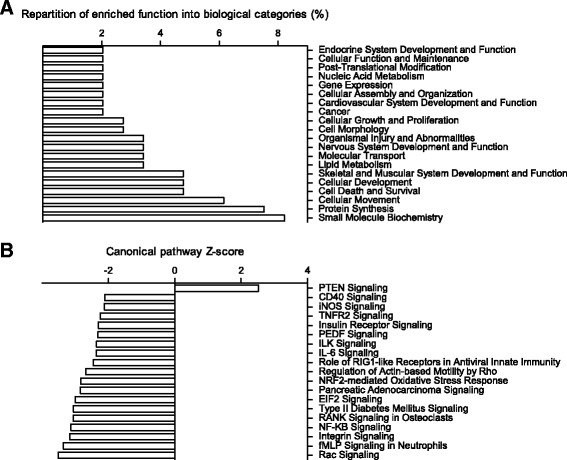
Functional analysis of differentially expressed genes in colonocytes isolated from rats fed a high-protein diet (HPD) compared to a normal-protein diet was performed with Ingenuity Pathway Analysis software. **a** Distribution of significantly enriched functions (*p* < 0.05) into biological categories is presented as a percentage of the total number of enriched functions (77). **b** Canonical pathways significantly enriched (*p* < 0.05). A pathway was considered downregulated in the colonocytes of HPD-fed rats when Z-score was < -2 and upregulated when Z-score was > 2. Canonical pathways significantly enriched but not associated with a significant Z-score are not shown

### Effects of the high-protein diet on the expression of genes related to metabolism in colonocytes

Many significantly enriched functions in the set of DE genes belonged to cell metabolism-related categories. Indeed, *Small Molecule Biochemistry*, *Protein Synthesis* and *Lipid Metabolism* were among the most represented biological categories (Fig. 2a). A full list of significantly enriched functions related to cell metabolism is presented in Table 3. The majority of the genes implicated in these pathways were downregulated in colonocytes of rats fed with an HPD. 

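The 21 functions of Table 3 that could be matched had 126 distinct genes on the array, of which 84.9% were lower in the HPD group and 19 genes higher (median log2 fold change -0.31). limma called 0 of them over all probes and 95 when adjusted over the list alone, and 72 had an unadjusted p under 0.05. The deposited table with slide as a block called 125, which is not independent evidence because the paper lists these genes as called. In the 4 functions of lipid metabolism 13 of 14 genes were lower, in the 2 functions of nucleic acid metabolism 10 of 11, and in metabolism of carbohydrate 24 of 28.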

Interestingly, *Protein Synthesis* was the most affected metabolic pathway according to the number of enriched functions and to the number of genes implicated in each function.

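The 14 functions of protein synthesis in Table 3 held 87 of these genes, more than the other categories. Of the 87, 74 were lower and 13 higher in HPD-fed rats, 51 at an unadjusted p under 0.05 and 0 called by limma over all probes. The largest list was polymerization of protein, with 27 of 36 genes lower and a median log2 fold change of -0.25. In translation 8 of 9 genes were lower (median -0.40), and 9 of 9 after cyclic loess.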

**Table 3:** Significantly enriched functions related to cellular metabolism in the set of genes differentially expressed in colonocytes isolated from rats fed a high-protein diet compared to rats fed a normal-protein diet. ‘Genes’ indicates the number of genes differently expressed implicated in the function, ‘Up’ and ‘Down’ indicate the number of genes upregulated and downregulated, respectively

*Biological category* Function annotation	*p*-value	Genes	Up	Down
*Protein synthesis*				
Polymerization of protein	1.08E-04	36	7	31
Metabolism of protein	3.52E-02	31	2	29
Oligomerization of protein	6.50E-05	30	6	24
Hetero-oligomerization of protein	1.69E-03	17	2	15
Homo-oligomerization of protein	2.12E-03	14	4	10
Hydrolysis of protein fragment	4.32E-02	12	2	9
Metabolism of peptide	1.39E-02	10	0	10
Translation	6.87E-03	9	0	9
Assembly of protein-protein complex	5.90E-03	8	0	8
Translation of protein	1.83E-02	8	0	8
Folding of protein	1.29E-03	7	1	6
Translation of mRNA	1.71E-02	7	0	7
Metabolism of neutral amino acid	3.38E-02	3	0	3
Transport of D-serine	9.13E-03	2	1	1
*Lipid metabolism*				
Synthesis of glycolipid	3.88E-02	6	1	5
Beta-oxidation of fatty acid	4.56E-02	6	1	5
Synthesis of long chain fatty acid	4.81E-02	2	0	2
Uptake of long chain fatty acid	4.81E-02	2	0	2
*Nucleic acid metabolism*				
Metabolism of purine nucleotide	3.31E-02	8	0	8
Metabolism of nucleoside triphosphate	3.88E-02	6	0	6
Transport of nucleoside	7.52E-03	3	0	3
*Metabolism of carbohydrate*	3.81E-02	28	3	25

### Effects of the high-protein diet on glutathione metabolism, oxidative stress and DNA damages in colonocytes

Two canonical pathways related to glutathione metabolism were found to be significantly enriched in the set of genes regulated by the HPD (Additional file 6: Table S3), namely *Glutathione Redox Reactions II* and *Glutathione-Mediated Detoxification*. The 8 DE genes participating to these pathways were all downregulated by the HPD as shown in Fig. 3a with selected DE genes as examples (q < 0.01). 

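The 8 genes were lower in the HPD group, with a median log2 fold change of -0.52. limma called 0 over all probes and 8 when adjusted over the list alone, a list chosen on the same samples, and 6 had an unadjusted p under 0.05. Mgst1, microsomal glutathione S-transferase 1, went from a log2 signal of 2.30 ± 0.26 (SD, n = 7) in the NPD group to 1.53 ± 0.38 (SD, n = 7) in the HPD group, a log2 fold change of -0.77 with 7 of 7 HPD rats below the NPD mean (exact two-sided permutation test, p = 0.0017; limma adjusted p = 0.386). Over 30 settings its adjusted p ran from 0.0348 to 0.627, with calls in 8, the deposited table among them. Gstm1 changed by -0.80 and Gstm3 by -0.69, each lower in 6 of 7 rats, and the rats of the groups overlapped for Gstm3 (exact permutation p = 0.0839), which was not called in any setting. The changes of Gstm5 and Gstt1 were both -0.44, lower in 7 of 7 rats, and Gsto1 fell by 0.38 (exact permutation p = 0.0157). Normexp called 5 of the 6 genes of Fig. 3a, as did the deposited table with slide as a block. After quantile normalization or cyclic loess, that table with slide as a block called Mgst1 alone.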

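Of the 29 members that Table S3 lists for the NRF2 pathway, the transcription factor response to oxidative stress, 27 were lower in the HPD group and 2 higher, with a median log2 fold change of -0.34. The same 27 to 2 split held after cyclic loess. An unadjusted p under 0.05 was reached by 16 members. limma called 0 over all probes and 20 when adjusted over the list alone, and 28 were called in the deposited table with slide as a block. A separate list of NRF2 targets was not lower as a set. Its median log2 fold change was 0.22, with 6 probes higher and 4 lower, and neither set test called it (camera adjusted p = 0.536, fry adjusted p = 0.974).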

The canonical pathway of *Nuclear factor (erythroid-derived 2)-like 2 (NRF2)-Mediated Oxidative Stress Response* was also predicted to be downregulated after the HPD (Z-score: -2.83, Fig. 2b). The functional analysis revealed that the function *Repair of DNA* was significantly enriched in the set of genes DE between NPD and HPD-fed rats (Additional file 5: Table S2). Indeed, the HPD significantly decreased the gene expression of several DNA repair proteins in colonocytes (q < 0.01) (Fig. 3b). 

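All 6 genes listed for the function were lower in the HPD group (median log2 fold change -0.39), 5 of them at an unadjusted p under 0.05. limma called 0 over all probes and 6 when adjusted over the list alone, which the paper chose on the same samples. Among the genes of Fig. 3b, Ddb1 went from 4.02 ± 0.13 to 3.65 ± 0.26 (SD, n = 7 in each group), lower in 7 of 7 HPD rats (log2 fold change -0.37, exact two-sided permutation p = 0.0029). HPD replicate 4 lay apart from the other 6 arrays for Ddb1, and without it the change was -0.28. Ung changed by -0.46 (exact permutation p = 0.0198) and Nhej1 by -0.41 (exact permutation p = 0.0268). Xab2 fell by 0.38, in 6 of 7 rats. Ogg1 changed by -0.25 (exact permutation p = 0.0618). Its change was -0.20 with slide as a block, with all 7 HPD values below the NPD mean of their slide (exact permutation within slides, p = 0.00327). The limma adjusted p of these 5 genes ran from 0.417 to 0.46 over all probes. Normexp called all but Ogg1, and the deposited table with slide as a block called all 5. After quantile normalization or cyclic loess, that table with slide as a block called Xab2 alone.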

DNA damages in colonocytes were then evaluated by the comet assay. As shown in Fig. 3c, a trend towards lower DNA damage in colonocytes isolated from HPD-fed rats was observed when compared to NPD-fed rats (*p* = 0.06).

**Fig. 3:**
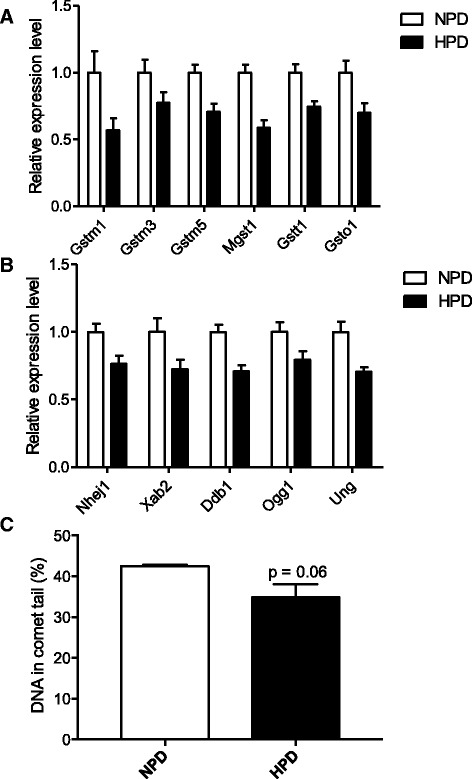
**a** and **b** Relative expression values of a selection of significantly differentially expressed genes (q < 0.01) participating to the enriched pathways *Glutathione-Mediated Detoxification* (**a**) and *DNA repair* (**b**) in the colonocytes of rats fed a high-protein diet (HPD) compared to a normal-protein diet (NPD)*.* The expression values were obtained by microarray experiment and normalized to the mean value in the NPD group. *Gstm1, 3* and *5* (glutathione S-transferase mu 1, 3 and 5), *Mgst1* (microsomal glutathione S-transferase 1), *Gstt1* (glutathione S-transferase theta 1), *Gsto1* (glutathione S-transferase omega 1), *Nhej1* (non-homologous end-joining factor 1), *Xab2* (XPA Binding Protein 2), *Ddb1* (damage-specific DNA binding protein 1), *Ogg1* (8-oxoguanine DNA glycosylase), *Ung* (uracil DNA glycosylase). **c** - DNA damages in colonocytes of rats fed an HPD or an NPD were assessed with the comet assay. The percentage of DNA in the tail of the comet is proportional to the amount of DNA damages in the cells. Mean values were compared with a *t* test. **a**-**c** Data presented are means +/- S.E.M

### Effects of the high-protein diet on NF-κB related pathways in colonocytes

An important finding of the present study was the predicted downregulation of *NF-κB Signaling* canonical pathway in colonocytes of HPD-fed rats (Z-score: -3.13, Fig. 2b). Twenty-three genes DE in colonocytes of rats fed an HPD were implicated in this pathway, among which 19 were downregulated and only 4 were upregulated (q < 0.01) (Fig. 4a and Additional file 6: Table S3). 

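In the scanner values 19 of the 23 members were lower and 4 higher in the HPD group, with log2 fold changes from -0.66 to 0.67 and a median of -0.31. The direction split was the same after cyclic loess and in the deposited table with slide as a block. limma called 0 of the 23 over all probes and 19 when adjusted over the list alone, and 16 had an unadjusted p under 0.05. Of the 4 higher members called by the paper, as of the 19 lower ones, all were called in the deposited table with slide as a block. After quantile normalization or cyclic loess of that table, 1 higher and 1 lower member were called with the block. No array measured 3 of the members well above background. From the Z-score of the pathway analysis the paper states a predicted downregulation of the pathway. It proposes that the HPD decreased the contact between commensal bacteria and the epithelium, because bacterial stimulation of pattern recognition receptors is a route to NF-κB activation.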

The relative expressions of several of these DE genes are shown in Fig. 4b (q < 0.01). 

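The 6 genes shown were lower in the HPD group, and 5 had an exact two-sided permutation p under 0.05. limma called none over all probes (5 with an unadjusted p under 0.05) and 6 when adjusted over the list alone. Traf6 went from 2.56 ± 0.24 to 1.93 ± 0.31 (SD, n = 7 in each group), a log2 fold change of -0.64 with 6 of 7 HPD rats below the NPD mean (exact two-sided permutation p = 0.0029). Nfkb1 changed by -0.43 (exact permutation p = 0.0146), Nfkbie by -0.38 in 7 of 7 rats (exact permutation p = 0.0128), Traf2 by -0.31 (exact permutation p = 0.0181) and Nfkb2 by -0.30 (exact permutation p = 0.0052). Rela changed by -0.35 (exact permutation p = 0.0659) and by -0.27 with slide as a block, where all 7 HPD values lay below the NPD mean of their slide (exact permutation within slides, p = 0.00163), while its other probe gave 0.05. HPD replicate 1 lay above the other HPD arrays for Nfkb1, Nfkb2 and Traf6. Without it their changes were -0.53, -0.35 and -0.74, and Traf6 was called (limma adjusted p = 0.0519, against a range from 0.0382 to 0.627 over its 30 settings). Normexp and the deposited table with slide as a block called all 6. After quantile normalization or cyclic loess, that table with slide as a block called Traf6 alone.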

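Of the members that Table S3 gives for IL-6 Signaling, 15 of 18 were lower in the HPD group (median log2 fold change -0.33), and of those for inducible nitric oxide synthase (iNOS) signaling, 7 of 9 (median -0.38). At an unadjusted p under 0.05 there were 12 and 6 members. limma called none over all probes, against 15 and 8 when each list was adjusted alone. The deposited table with slide as a block called 18 and 8.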

Other NF-κB-related canonical pathways such as *IL-6* and *iNOS Signaling* were also predicted to be inhibited in colonocytes of rats fed an HPD (Z-score: -2.36 and -2.12, respectively, Fig. 2b).

**Fig. 4:**
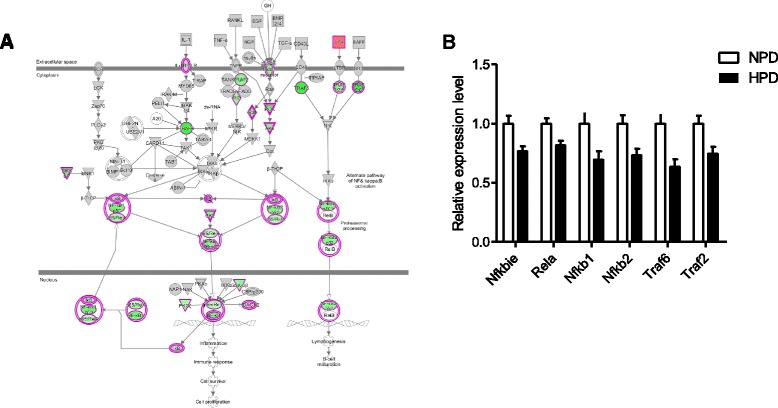
**a** *NF-κB signaling* canonical pathway diagram. This pathway was significantly enriched in the set of genes regulated by the high-protein diet (HPD). The diagram was obtained from Ingenuity Pathway Analysis software and depicts genes implicated in this pathway and their interactions. Expression of genes colored in green and red were respectively downregulated (q < 0.1) and upregulated (q < 0.1) in colonocytes of rats fed an HPD when compared to a normal-protein diet (NPD). The list of differentially expressed genes implicated in this pathway is presented in Additional file 6: Table S3. **b** Relative expression values of a selection of significantly differentially expressed genes (q < 0.01) participating to the *NF-κB signaling* pathway in the colonocytes of rats fed an HPD when compared to an NPD. The expression values were obtained by microarray experiment and normalized to the mean value in the NPD group. *Nfkbie* (NF-κB inhibitor epsilon), *Rela* (RELA proto-oncogene, NF-κB subunit), *Nfkb1* and *2* (NF-κB subunit 1 and 2), *Traf2* and *6* (TNF receptor associated factor 2 and 6). Data presented on histograms are means +/- S.E.M

### Effects of the high-protein diet on epithelium renewal in colon

HPD regulated numerous functions implicated in biological processes related to *Cell Death and Survival*, *Development*, *Morphology*, *Growth* and *Proliferation* (Fig. 2a). A list of selected significantly enriched functions related to these biological categories is presented in Table 4. For all these functions, a majority of genes were downregulated by the HPD and some of them were highly relevant to epithelial renewal (*Cell Death*, *Anoïkis*, *Neoplasia of Epithelial Tissue*) (Table 4). 

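Table 4 functions other than cell death comprised 7 that could be matched, with 25 distinct genes on the array. Of these, 22 were lower in the HPD group (median log2 fold change -0.37) and 11 had an unadjusted p under 0.05. limma called 0, over all probes or adjusted over the list alone, and the deposited table with slide as a block called 25. For neoplasia of epithelial tissue, 5 of 7 genes were lower, with a median of -0.15. Both anoikis genes were lower, with log2 fold changes of -0.88 and -0.48, but a list of 2 genes gives little precision.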

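The list of members for cell death is held here in part, the first 70 of the 103 genes, so no set test was run on it. The array held 68 of the 70. Of these, 58 were lower in the HPD group and 10 higher, with log2 fold changes from -1.12 to 1.01 and a median of -0.30. At an unadjusted p under 0.05 there were 38. limma called 0 over all probes and 43 when adjusted over the list alone, and 67 were called in the deposited table with slide as a block. After cyclic loess 60 were lower.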

Strikingly, the function with the greatest number of genes regulated by the HPD was *Cell Death* (103 genes, 82.5% of which were downregulated) (Table 4 and Additional file 5: Table S2). The relative expression of selected DE genes included in the function *Cell Death* are presented in Fig. 5a (q < 0.01). However, the expression of the apoptosis marker activated caspase 3 measured by western blot in colonocytes was highly variable among rats and there was no significant effect of the diet (Fig. 5b). 

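Ilk, integrin linked kinase, went from 4.73 ± 0.12 (SD, n = 7) in the NPD group to 4.47 ± 0.22 (SD, n = 7) in the HPD group, a log2 fold change of -0.25 with 6 of 7 HPD rats below the NPD mean (exact two-sided permutation test, p = 0.0245). Ripk1 changed by -0.34 (exact permutation p = 0.0262), while its other probe gave 0.07. Bax was 2.88 or higher on the NPD arrays of slide 1 and 2.18 or lower on those of slide 2. Its log2 fold change was -0.53 (exact permutation p = 0.165), and -0.36 with slide as a block, with 5 of 7 HPD values below the NPD mean of their slide (exact permutation within slides, p = 0.031). limma called none of the genes over all probes (2 with an unadjusted p under 0.05) and 2 when adjusted over the list alone. Normexp called Ilk and Ripk1, and the deposited table with slide as a block called all 3. After quantile normalization or cyclic loess, that table with slide as a block called 0.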

Numerous genes known to be highly expressed in proliferating cells (*Tfrc*, metallothioneins genes) were upregulated by the HPD while tumor suppressor genes (*Ppp2r2a, Ndrg1* and *Prdx1)* were downregulated by the HPD (q < 0.01) (Fig. 6a) [29–33]. 

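Of the 8 genes in Fig. 6a, the 5 higher ones were Tfrc and the metallothionein genes, and the 3 lower ones were Ppp2r2a, Ndrg1 and Prdx1. limma called 3 over all probes by their brightest probe, all metallothioneins, and 8 when adjusted over the list alone. Mt3 rose from 0.41 ± 0.69 to 1.25 ± 0.36 (SD, n = 7 in each group), a log2 fold change of 0.84 in 7 of 7 HPD rats (exact two-sided permutation p = 0.0152), and was not called. HPD replicate 7 lay above the other HPD arrays for Mt3, and without it the change was 0.71. Ndrg1 went from 4.64 ± 0.61 to 3.76 ± 0.71 (SD, n = 7 in each group), lower in 6 of 7 rats (exact permutation p = 0.0262). HPD replicate 1 lay apart for Ndrg1 as well, and without it the change was -1.12. Ppp2r2a had an exact permutation p of 0.0338. Prdx1 changed by -0.85, and by -0.68 with slide as a block, lower than the NPD mean of the slide in 6 of 7 HPD rats. Normexp called all but Prdx1, and the deposited table with slide as a block called all 8. After quantile normalization or cyclic loess, that table with slide as a block called 4, namely Mt1a, Mt2A, Mt4 and Tfrc.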

Proliferation in colonocytes was evaluated by immunodetection of Ki67 in distal colonic mucosa and by quantification of PCNA in colonocytes by western blot (Fig. 6b and c). Although visually Ki67-labelling seemed generally more intense in the crypts of rats fed an HPD, there was no significant difference with NPD-fed rats (Fig. 6b). PCNA also tended to be more expressed in colonocytes of rats fed an HPD (*p* = 0.06) (Fig. 6c).

**Table 4:** Significantly enriched functions in the set of genes differentially expressed in colonocytes isolated from rats fed a high-protein diet compared to rats fed a normal-protein diet. ‘Genes’ indicates the number of genes differently expressed implicated in the function, ‘Up’ and ‘Down’ indicate the number of genes upregulated and downregulated, respectively

Function annotation	*p*-value	Genes	Up	Down
Cell death	4.89E-02	103	18	85
Autophagy	2.96E-03	10	1	9
Neoplasia of epithelial tissue	1.83E-02	8	3	5
Senescence of cells	2.27E-02	3	0	3
Organization of mitochondria	2.27E-02	3	0	3
Anoïkis of carcinoma cell lines	9.13E-03	2	0	2
Morphology of intestinal cell lines	9.13E-03	2	0	2
Polarity of cells	4.81E-02	2	0	2

**Fig. 5:**
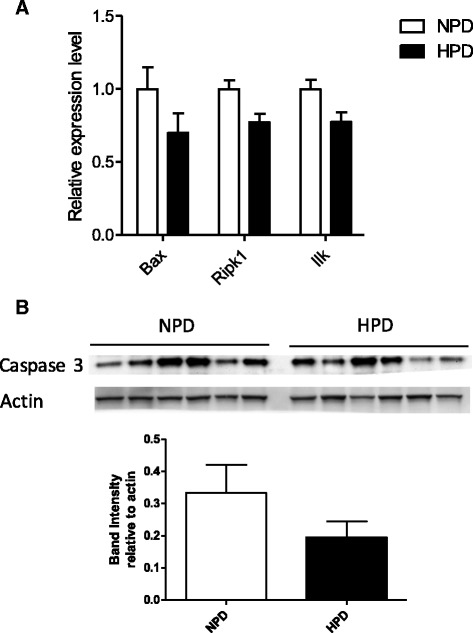
**a** Relative expression values of a selection of significantly differentially expressed genes (q < 0.01) participating to the enriched pathway *Cell death* in the colonocytes of rats fed a high-protein diet (HPD) when compared to a normal-protein diet (NPD)*.* The expression values were obtained by microarray experiment and normalized to the mean value in the NPD group. *Bax* (BCL2 associated X, apoptosis regulator), *Ripk1* (receptor interacting serine/threonine kinase 1), *Ilk* (integrin linked kinase). **b** The expression of the apoptotic marker activated caspase 3 protein was quantified by western blot in colonocytes of rats fed an HPD or an NPD. Band intensity was quantified and normalized to the intensity of the band corresponding to actin. For each protein, mean values were compared with a *t* test. **a**-**b** Data presented on histograms are means +/- S.E.M

**Fig. 6:**
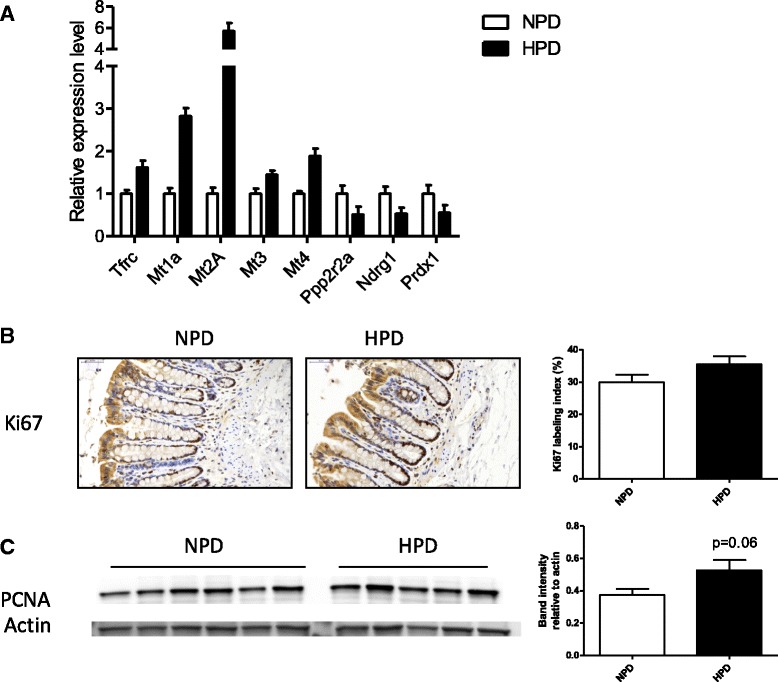
**a** Relative expression values of a selection of significantly differentially expressed genes (q < 0.01) related to proliferation in the colonocytes of rats fed a high-protein diet (HPD) when compared to a normal-protein diet (NPD)*.* The expression values were obtained by microarray experiment and normalized to the mean value in the NPD group. *Tfrc* (transferrin receptor), *Mt1a*, *2a*, *3* and *4* (metallothionein 1A, 2A, 3 and 4), *Ppp2r2a* (protein phosphatase 2 regulatory subunit B alpha), *Ndrg1* (N-myc downstream regulated 1), *Prdx1* (peroxiredoxin 1). **b** Staining of Ki67 by immunohistochemistry on distal colon of rats fed an NPD or an HPD. Ki67 labelling index was calculated as the percentage of Ki67 positive cells relative to the total number of cells within the same crypts. **c** Proliferating cell nuclear antigen (PCNA) protein expression was quantified by western blot in colonocytes of rats fed an HPD or an NPD. Band intensity was quantified and normalized to the intensity of the band corresponding to actin. **b**-**c** Mean values were compared with a *t* test. **a**-**c** Data presented on histograms are means +/- S.E.M

### Effects of the high-protein diet on barrier function in colon

Based on the predefined hypothesis that HPD could regulate mucus secretion [17, 18, 34], mucins gene expression was specifically compared in the colonocytes of rats fed an HPD or an NPD (Fig. 7a). The HPD significantly upregulated the expression of *Muc2, Muc5ac, Muc6, Muc16* and *Muc20* (*p* < 0.05). Moreover, in the list of DE genes (Additional file 1: Table S1), seven β-defensin genes were upregulated in colonocytes of rats fed an HPD when compared to an NPD (q < 0.1) (Fig. 7b). 

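Of the 10 mucin genes of Fig. 7a, Muc6 alone had an unadjusted p under 0.05 by limma, and it did so by the exact permutation test as well. Muc6 rose from 1.78 ± 0.10 to 2.12 ± 0.16 (SD, n = 7 in each group), a log2 fold change of 0.34 with all HPD values above all NPD values. Its limma p was 0.0394 adjusted over the list alone and 0.417 over all probes, the latter running from 0.0677 to 0.627 over its settings. Its other probe was not well above background on any array. Muc2, the main gel-forming mucin, had a log2 signal of 10.59 ± 0.38 in the NPD group and 10.60 ± 0.49 in the HPD group (SD, n = 7), a log2 fold change of 0.01 for its brightest probe (exact two-sided permutation p = 0.959). The other Muc2 probes, also above background on all arrays, rose by 0.50 and 0.76 on the log2 scale, with unadjusted limma p of 0.00411 and 0.0164. Muc5ac and Muc20 were not well above background on any array, so no fold is given for them. Muc16 was above background on 0 NPD arrays and on HPD replicate 6 alone, so no fold is given for it either (exact permutation p = 0.131). Muc3a (0.22) and Muc1 (-0.44) differed by less than the spread between rats, over all splits or within slides. Muc13 (-0.18) had an exact permutation p of 0.122, and of 0.0498 within slides, and Muc5b and Muc15 were above background on 1 NPD array each. With the median pixel signal, without background subtraction, 5 genes had a limma p under 0.05, namely Muc5ac, Muc6, Muc16 and Muc20 higher and Muc13 lower. The deposited table added Muc2 to these 5, and with slide as a block it gave Muc2, Muc5ac, Muc6 and Muc20 higher and Muc13 lower.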

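The 7 genes of Fig. 7b had positive log2 fold changes, but 5 of them (Defb3, Defb4, Defb15, Defb19 and Defb30) were not well above background on any array and have no fold. Defb10 was above background on 0 NPD arrays and 1 HPD array and has no fold either (higher in 5 of 7 HPD rats, exact permutation p = 0.0233). Defb22, measured on all arrays, rose from -0.56 ± 0.25 to -0.09 ± 0.16 (SD, n = 7 in each group), a log2 fold change of 0.47 in 7 of 7 HPD rats (exact two-sided permutation p = 0.0017). limma called 0 of the 7 over all probes and 2 (Defb10 and Defb22) when adjusted over the list alone, the same 2 that had an unadjusted p under 0.05. The adjusted p of Defb22 ran from 0.0662 to 0.627 over its 30 settings. Normexp called all 7, and the deposited table with slide as a block 6. With the block, that table called Defb22 alone after quantile normalization and 0 after cyclic loess. After cyclic loess of the scanner values limma called 0, and the median of all 40 Defb probes on the array was 0.06, against 0.24 without it. Defb22, measured on all arrays, still had a log2 fold change of 0.48 after cyclic loess.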

Several canonical pathways related to cell adhesion were significantly enriched in the set of genes regulated by the HPD (Additional file 6: Table S3). The *Integrin Signaling* canonical pathway was predicted to be inhibited in colonocytes of HPD-fed rats (Z-score: -3.16, Fig. 2b and Additional file 7: Figure S4). 

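The array held the 32 genes that Table S3 lists for this pathway, and 26 were lower in the HPD group, with log2 fold changes from -0.85 to 0.67 and a median of -0.25. At an unadjusted p under 0.05 there were 14. limma called none of them, over all probes or adjusted over the list alone, while the deposited table with slide as a block called 30. After cyclic loess 27 were lower.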

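The 4 canonical pathways of tight junctions, actin-based motility, ILK and FAK signaling had 59 distinct genes on the array, of which 51 were lower in the HPD group and 8 higher, 30 at an unadjusted p under 0.05. limma called 0 over all probes and 41 when adjusted over the list alone. Lower members numbered 23 of 26 for tight junctions (median log2 fold change -0.32), 13 of 14 for actin-based motility, 22 of 26 for ILK and 10 of 14 for FAK. The deposited table with slide as a block called 58 of the 59.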

The HPD also regulated the expression of genes implicated in the following canonical pathways: *Tight Junction Signaling* (Additional file 8: Figure S5), *Actin-based Motility by Rho Family GTPases*, *ILK (Integrin Linked Kinase) Signaling*, *FAK (Focal Adhesion Kinase) Signaling* (Additional file 6: Table S3), reinforcing the possibility of an HPD-induced modification of colonocyte adhesion and interaction with extracellular matrix. However, the expression in colonocytes of the tight junction protein Claudin-1 was not significantly regulated (*p* = 0.10) by the HPD as measured by western blot (Fig. 7c). To evaluate the effect of the level of protein intake on colonic barrier integrity, distal colon segments were mounted into Ussing chambers. After 15 min, distal colon transmural resistance tended (*p* = 0.07) to be higher in rats fed an HPD when compared to rats fed an NPD (Fig. 7d) while it was similar between both groups after 60 min (data not shown). Moreover, FD4-apparent paracellular permeability across the colon wall was similar in NPD- and HPD-fed rats (Fig. 7e). In conclusion, these experiments showed that the HPD did not impair colonic barrier function in rat distal colon.

**Fig. 7:**
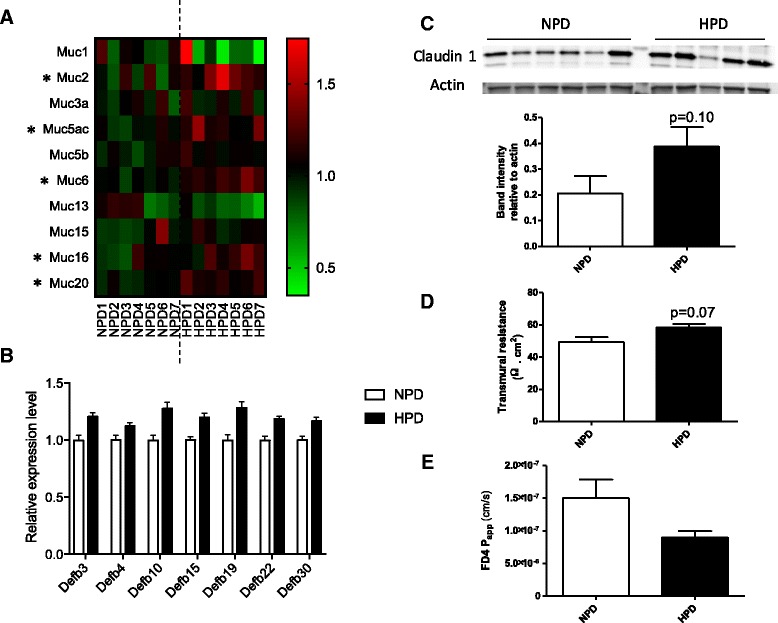
**a** Heatmap representing the expression values of mucin genes in colonocytes (*Muc*). Each row corresponds to one *Muc* gene. Each column corresponds to a single rat fed a normal-protein diet (NPD), or a high-protein diet (HPD). The color indicates the relative expression value (as indicated by the key) obtained from microarray experiment and normalized to the mean value in the NPD group. Mean expression values of the HPD and the NPD groups were compared with a *t* test. *: *p* < 0.05. **b** Relative expression values of defensin genes significantly differentially expressed (q < 0.01) in the colonocytes of rats fed a HPD when compared to a NPD. The expression values were obtained by microarray experiment and normalized to the mean value in the NPD group. *Defb3, 4, 10, 15, 19, 22* and *30* (β-defensin 3, 4, 10, 15, 19, 22 and 30). **c** Claudin 1 protein expression was assessed by western blot in colonocytes of rats fed an HPD or an NPD. Band intensity was quantified and normalized to the intensity of the band corresponding to actin. **e**-**f** Barrier function was evaluated with Ussing-chambers in distal colon of rats fed an NPD or an HDP. **e** Transmural resistance was measured for 15 min after mucosa mounting in the chamber. **f** FITC-dextran (FD4) transport from mucosal to serosal side was recorded during two hours and FD4 apparent permeability (FD4 P_app_) was calculated. **c**-**e** For each parameter, mean values were compared with a *t* test. **b**-**e** Data presented on histograms are means +/- S.E.M

## Discussion

The results of the present study indicate that in the rat model, there is a marked colonic epithelial response to an HPD that is characterized by a specific transcriptional signature. The HPD downregulated, at the gene expression level, biological pathways related to cellular metabolism, glutathione metabolism, DNA repair, NF-κB signaling, apoptosis and epithelial cell adhesion. In contrast, genes related to proliferation and chemical barrier function were upregulated by the HPD. These transcriptional changes induced by a short-term HPD were not associated with detrimental effects on the colonic epithelium in terms of genotoxicity, epithelial renewal and barrier integrity.

Numerous genes downregulated in colonocytes by the HPD participate in cell metabolism and notably in protein synthesis. Interestingly, several bacterial metabolites derived from amino acids (*p*-cresol, hydrogen sulfide and ammonia) inhibit mitochondrial respiration when present in excess [10, 13, 14]. In addition, HPD increased proton leaks in rat colonocyte mitochondria leading to a lower energetic efficiency [10]. Therefore, it is tempting to propose that the downregulation of genes implicated in cell metabolism may represent an adaptation allowing ATP saving in colonocytes during HPD. Indeed, the colonic epithelium has a high energy need related to its constant renewal, water and electrolyte transports and barrier function maintenance [35].

Several genes related to glutathione metabolism were downregulated in rat colonocytes after the HPD. Notably, the HPD induced a decrease in gene expression of several glutathione-S-transferases (GST) which are implicated in phase II metabolism of xenobiotics but also in the control of reactive oxygen species [36]. In agreement with the present study, GST gene expression appeared to be reduced in the colon of pigs fed an HPD [18]. The HPD also induced a downregulation of genes encoding proteins involved in several DNA-repair pathways, namely base excision repair (*Ogg1*, *Ung*), non-homologous end joining (*Nhej1*) and nucleotide excision repair (*Ddb1*) [37] but this was not associated with significant changes in DNA damages in colonocytes of rats fed an HPD when compared to rats fed an NPD. However, the HPD induced a trend toward lower DNA damage in colonocytes. This result is in agreement with a recent report showing lower DNA damages in rats fed with a moderate protein intake (20%) compared to an NPD (14%) [24]. Moreover, two human studies found no increase in fecal water genotoxicity after a HPD [21, 22]. In contrast, Toden *et al* found that a casein-based or soy protein-based HPD induce DNA damages in rat colonocytes while this effect was not found with whey protein-based HPD [23]. In the present study, the HPD contained whole milk protein. These differences in protein sources used in the studies might contribute to the divergent effects of HPD consumption. Indeed, all the protein sources do not have the same digestibility, potentially modulating the quantity of dietary nitrogen entering in the large intestine [38]. However, all milk protein have very high digestibility in rats (around 96%) [39], precluding a major role of this parameter to explain the divergent reported effects of milk protein-based HPD on DNA damage. Alternatively, differences between protein sources in amino acid composition, bioactive peptides or associated microconstituents might be implicated [40].

The proliferation markers Ki67 and PCNA tended to be both more expressed in colonocytes of rats fed an HPD. This was concordant with the transcriptional overexpression in colonocytes of markers of epithelial proliferation such as metallothioneins (up to 5.84 fold change) and *Tfrc* [29, 31] while tumor suppressor genes such as *Ppp2r2a, Ndrg1* and *Prdx1* were downregulated by the HPD [30, 32, 33]. In rats fed with the HPD, the expression of the apoptosis marker caspase 3 was unchanged in colonocytes, while there was a massive downregulation of cell death-related pathways at the mRNA level. Similar results were obtained in the colon of pigs fed an HPD: PCNA being upregulated at the gene expression level while caspase 3 remaining unchanged [18]. Collectively, these data suggest that HPD act on epithelium renewal by favoring colonocyte proliferation but not apoptosis.

The HPD-induced downregulation of pathways implicated in epithelial cell junction and adhesion of colonocytes to extracellular matrix might jeopardize barrier function. However, in Ussing chamber experiments, transmural resistance and apparent permeability to FD4 (that cross the epithelium by the paracellular route) were similar in rat fed an NPD or an HPD, indicating that colonic barrier integrity was not altered. These results are consistent with our previous electronic microscopy observation showing that there was no alteration of tight junction structure in colonic epithelium of rats fed an HPD [10] and with another study showing that colonic barrier function is preserved in HPD-fed piglets [20].

A very striking result of the present study was the inhibition of the NF-κB pathway in colonocytes of rats fed an HPD. In epithelial cells, NF-κB plays a central role in immune homeostasis, epithelial renewal and maintenance of barrier function [41]. Since one of the NF-κB activation pathways is the stimulation of pattern recognition receptors by luminal bacteria, it can be hypothesized that the HPD decreased the contact between commensals and the epithelium. A lower stimulation by toxic compounds from the luminal side could also explain the decreased expression of genes related to glutathione metabolism and DNA repair observed in colonocytes of rats fed an HPD. In the present study, potential mechanisms for a reduced contact of the microbiota and its metabolites with the epithelium are the reinforcement of the mucus barrier and the increase in antimicrobial peptides secretion [42, 43]. Indeed, five mucin genes, including *Muc2* (the major gel-forming mucin), were upregulated in epithelial cells of HPD-fed rats in agreement with previous studies in rats and pigs [17, 18]. Moreover, seven β-defensin genes were overexpressed after the HPD. Since Muc2 has been shown to induce the expression of β-defensin 2 [44], the simultaneous mucin and β-defensin gene upregulations in colonocytes after the HPD might be two coordinated components of a protective adaptive response to the modifications of the luminal environment induced by the HPD [7, 10].

The results obtained in the present study are not in agreement with the transcriptome profile recently described in the colonic mucosa of rats fed an HPD [8]. Indeed, Mu et al. found that genes related to glutathione metabolism and apoptosis were upregulated by the HPD while the data of the present study indicated the opposite. For example, *Mgst1* (microsomal glutathione S-transferase 1) and *Ripk1* (receptor interacting serine/threonine kinase 1) were significantly regulated by the HPD in the two studies but with opposite direction. Three differences in the experimental designs of the two studies may explain these discrepancies. First, the present study used whole milk protein while Mu et al. used a protein isolate of casein [8]. As discussed above, the protein source might modulate the effects of HPD on gene expression in the colon. Secondly, gene expression was analyzed in the present study in isolated colonic epithelial cells while Mu et al. described the transcriptome in the whole colonic mucosa [8]. Since the gene expression patterns in the colonic epithelium and in the stroma are clearly distinct [45], the discrepancies between the two studies might be related to the different type of cells analyzed. Thirdly, the different durations of the studies (2 *versus* 6 weeks) probably also explain part of the differences in the regulation of gene expression by the HPD. Indeed, time-course microarray experiments revealed early and late transcriptomic response to dietary challenge in mice [46]. In the present study, the HPD lasted 2 weeks since previous results obtained using the same experimental model indicated that changes in gut microbiota composition and luminal bacteria metabolite content occurred within this duration [7, 10, 47].

## Conclusions

In conclusion, a 2-week HPD in rat did not impair the colonic epithelium in term of DNA-damages, epithelial renewal and barrier function. However, the transcriptional signature in colonocytes of rats fed an HPD indicates a downregulation of pathways implicated in crucial cellular processes such as NF-κB signaling, DNA repair and glutathione metabolism. These changes might be detrimental for the epithelium since a decreased expression and activity of GST is associated with colorectal cancer through a defect in carcinogen detoxification [48], unrepaired DNA damages can lead to genomic instability [37] and maintenance of an appropriate activation of NF-κB is crucial for epithelial homeostasis [41]. Further experiments are obviously required to determine the long-term consequences of HPD on the colonic epithelium, taking into account that prolonged downregulation of the expression of genes associated with cell protection may be detrimental for colon mucosa health.

## Additional files

Additional file 1: Figure S1. Plot of the first and the second principal component (PC1 and PC2) of the PCA analysis of microarray data. a - Results of the PCA with all the samples (*n* = 16). #: Samples considered as outliers. b – Results of the PCA after removal of the two outliers (*n* = 14). Samples of rats fed a high-protein diet are in black and samples from rats fed a normal-protein diet are in red. (PDF 27 kb)
Additional file 2: Figure S2. Flow diagram of the transcriptome analysis in colonocytes of rats fed with a normal or a high-protein diet. a: for canonical pathways, Z-score statistics are calculated and indicate whether the canonical pathway is predicted to be activated (Z-score > 2) or inhibited (Z-score < 2). b: the *p*-value of overlap measures whether there is a statistical significant overlap between the set of genes differentially expressed between the two groups and the set of genes known to be associated with a given process or pathway. All the statistics were obtained with Ingenuity Pathways Software. (PDF 13 kb)
Additional file 3: Table S1. List of genes differentially expressed in colonocytes of rats fed a high-protein diet compared to rats fed a normal protein diet (q < 0.1).(.xls). (XLSX 122 kb)
Additional file 4: Figure S3. Validation of microarray data on differentially expressed genes of interest. Relative mRNA levels were measured by qPCR in colonocytes isolated from rats fed a normal-protein diet (NPD) or a high-protein diet (HPD). *Mt1a* (metallothionein 1A), *Sdc4* (syndecan 4), *Tfrc* (transferrin receptor), *Slc39a4* (solute carrier family 39 zinc transporter, member 4). Data presented are means +/- S.E.M. For each gene, mean values were compared with a *t* test. *: q < 0.05, ***: q < 0.001. (PDF 27 kb)
Additional file 5: Table S2. List of Ingenuity Pathway Analysis software biological categories and functions significantly enriched (*p* < 0.05) in the set of genes differentially expressed in colonocytes of rats fed a high-protein diet compared to rats fed a normal protein diet. (.xls). (XLSX 125 kb)
Additional file 6: Table S3. List of Ingenuity Pathway Analysis software canonical pathways significantly enriched (*p* < 0.05) in the set of genes differentially expressed in colonocytes of rats fed a high-protein diet compared to rats fed a normal protein diet. (.xls). (XLSX 67 kb)
Additional file 7: Figure S4.
*Integrin signaling* canonical pathway diagram. This pathway was significantly enriched in the set of genes regulated by the high-protein diet. The diagram was obtained from Ingenuity Pathway Analysis software and depicts genes implicated in this pathway and their interactions. Expression of genes colored in green were downregulated (q < 0.1) in colonocytes of rats fed a high-protein diet when compared to a normal-protein diet. (PDF 269 kb)
Additional file 8: Figure S5.
*Tight-junction signaling* canonical pathway diagram. This pathway was significantly enriched in the set of genes regulated by the high-protein diet. The diagram was obtained from Ingenuity Pathway Analysis software and depicts genes implicated in this pathway and their interactions. Expression of genes colored in green were downregulated (q < 0.1) in colonocytes of rats fed a high-protein diet when compared to a normal-protein diet. (PDF 465 kb)

## Abbreviations

DE: Differentially expressed
HPD: High-protein diet
NPD: Normal-protein diet

How the deposited data were processed for this re-analysis (not part of the article)

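Colonocyte RNA from rats on the NPD (14% of energy from protein by the sample labels) or the HPD (55%) was measured on 1-colour Agilent arrays, with 7 rats and 7 arrays in each group. Each sample's diet and replicate number were taken from its labels, checked against the text of the paper. The authors deposited the scanner output of each array, produced with Feature Extraction 10.7.3.1, in which each spot has an intensity on a linear scale before and after background subtraction and marks for control spots, saturation and a signal well above background. The authors also deposited a table of normalized log2 values per gene name. The outlier samples that the authors removed, 1 of each group, were not analysed here. The number of columns belonging to other samples was 0.

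From the scanner output, control spots and spots marked as outliers were left out, the background-subtracted signal was log2-transformed and centred on the array median, and spots of the same probe were averaged. The diets were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, diet as the only term, Benjamini-Hochberg adjustment over 30367 probes), with data.table 1.17.8 for reading the files, and a q-value below 0.1 was the threshold. No filter on signal was applied, and 18384 probes were well above background on every array of at least 1 group. The number of arrays limits the precision. Single genes and array measures were also compared by exact two-sided permutation tests over the 1716 splits of the arrays and, chosen after seeing the data, over the 1225 regroupings that keep each slide's number of arrays per diet. The genes named were fixed by rule: every gene that the text of the paper, Table 2 or Figs. 3a, 3b, 4b, 5a, 6a, 7a and 7b name, the mRNA of proteins the paper measured otherwise and its PCR reference gene, the members of the gene lists given below, and up to 10 called genes with the largest change and no overlap between the diets. Of these 164 genes, 154 were on the array by symbol. Gene names are those of the array design.

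Gene families and lists were tested with limma's camera (correlation 0.01) and fry, and their medians were set against 10000 random lists of probes drawn from 20 bins of mean signal. The families were metallothioneins, glutathione S-transferases, β-defensins, mucins, ribosomal proteins and olfactory receptors. The lists were genes that zinc raises or lowers, genes raised by low iron, markers of goblet, absorptive, enteroendocrine, stem and cycling, immune, stromal and muscle, and red blood cells, targets of NF-κB and of NRF2, genes of the amino acid response, and genes of protein, urea and ammonia handling. Members of pathways and functions were taken from Tables S2 and S3 of the paper, of which 76 functions and 58 pathways were held here. Ingenuity Pathway Analysis was not used here, and the results of some genes and pathways are not reported here.

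The alternatives set before the data were examined were the mean and the median pixel signal, centring on the 75th percentile or the mean, quantile normalization, cyclic loess, normexp background correction (offset 50) of the mean pixel signal, only probes well above background, slide as a block, replicate number as a block, eBayes with a trend, the deposited table, a q-value below 0.05, the methods' test for the mucins, the mean of all probes or the probe with the smallest p for a gene, and leaving out each array in turn. Further settings, chosen after seeing the data, combined slide as a block or another normalization with these, which made 44 fits across all genes. Other splits of the arrays into 7 and 7 were drawn 100 times. The fit was tested on simulated values for 30330 probes with 200 changed. It recovered 85.3% of changes of 2 on the log2 scale, 71.2% of changes of 1 and 9.09% of the smallest changes simulated, which were below 1. There were 14 false calls, and 0 calls where nothing was changed. A small change left uncalled is thus not shown to be absent. The simulated noise was drawn separately for each probe, so the counts of false calls do not cover variation that probes share.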

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

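The search for shared bases in probes other than FQ220235 and the cyclic loess values of Mt1a and Mt2A were tests chosen only after the results were seen. The other tests here were set beforehand.

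Among 152 groups of 7 values, 10 had an array far from the other 6, where 7.6 would be expected because chance sets apart 5% of groups. HPD replicate 1 accounted for 5 of the 10. Its log2 signal relative to the array median was 3.318 for Nfkb1 (other HPD arrays 2.546 to 2.79), 4.168 for Nfkb2 (3.7 to 3.875), 2.579 for Traf6 (1.735 to 2.02), 5.22 for Ndrg1 (3.178 to 3.974) and 4.136 for Pnrc2 (1.747 to 2.61). Without this array the log2 fold changes of these genes were -0.53, -0.35, -0.74, -1.12 and -1.20. For Mt2A and Mt1a the same array lay above every NPD array, which argues against an exchange with an NPD array. Its median net signal, 157.5, was the highest of the HPD arrays. A swap with an outside sample, or a difference between rats in diet response, was not tested, and the design gives no further label for single rats.

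The other 5 lay on different arrays. Ddb1 was 3.117 in HPD replicate 4 against 3.622 to 3.931 in the others, and without it the log2 fold change was -0.28. Mt3 was 2.035 in HPD replicate 7 against 0.9717 to 1.226, and without it the change was 0.71. The probe A_64_P011389, which has no gene symbol, was 1.792 in HPD replicate 6 against 0.6528 to 1.111, and without it the change was 1.01. Muc5b was -3.107 in NPD replicate 7 against -4.582 to -3.999, and Muc15 was -2.498 in NPD replicate 6 against -4.953 to -4.206. The HPD group was below background for both mucins and the Muc5b probe was not well above background on that NPD array, so these values carry little information. No biological explanation was tested for single arrays.

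Of the 16 called genes, 11 are not named in the paper's text, in Table 2 or in the figures that list genes. For all but Icam5, every HPD value lay above every NPD value. ENSRNOT00000058957 had a log2 fold change of 2.0185 (limma adjusted p = 0.00275, 7 of 7 HPD rats higher) and FQ220235 of 2.1007 (limma adjusted p = 0.00275, 7 of 7 higher). Clcn1 rose by 1.8801, with the NPD group above background on 5 arrays, and another probe, above background on 3 NPD and 4 HPD arrays, at 0.50. Over 32 settings the log2 fold change of Clcn1 ran from 0.27 to 2.00 and the adjusted p from 0.000839 to 0.401, with calls in 27. The deposited table with slide as a block gave 0.35 and did not call Clcn1 (limma adjusted p = 0.111). The probes A_64_P011389, A_64_P144762 and A_64_P113840 rose by 1.1258, 1.7431 and 0.68858. The probe A_64_P152079 was below background on all NPD arrays and above it on 3 HPD arrays. Its HPD mean lay 3.4477-fold above the lowest signal among probes well above background on each NPD array, or the probe's own signal where that was higher. Because that mean takes in 4 HPD arrays not above background, it is not a firm lower bound. Over 28 settings the log2 fold change of A_64_P152079 ran from 0.40 to 2.15 and the adjusted p from 0.0246 to 0.178, with calls in 16, and the deposited table with slide as a block gave a fold of 1.44. Shisa5 rose by 0.70633, Krtap14l by 0.93813 and Icam5 by 1.2473. Icam5 was above background on 6 HPD arrays but on only 1 NPD array, so the size of its rise rests on NPD values that were not measured above background. LOC678966 was called by the dimmer of its probes, which was below background in both groups and has no fold (limma adjusted p = 0.08713, 7 of 7 HPD values higher). Its brightest probe, also below background in both groups, was not called (limma adjusted p = 0.834, 4 of 7 HPD values higher), and over its settings LOC678966 was called in 2 of 30, with adjusted p from 0.0571 to 0.98.

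FQ220235 shares a stretch of 23 bases with a probe of Mt2A, so it may bind a metallothionein transcript, and its rise is then no separate result. The longest stretch that the other 5 probes without a symbol share with an Mt2A probe was 14 bases, which is too short to decide, and their rise cannot be told apart from binding to a related transcript without a transcript sequence to compare. For Mt1a and Mt2A, 1 of the 1716 splits of the arrays gave a difference as large, the real one. Chance alone would separate the groups in 0.0583% of the 30367 probes, so this test cannot exclude chance for genes picked among them. After adjustment over all probes, limma still called both (adjusted p = 0.0109 for Mt1a and 0.00139 for Mt2A). A shift that depends on signal level was excluded as the whole cause, because the smaller of the changes of both genes was still 1.496 after cyclic loess. A biological response to the diet stays open as a hypothesis for these genes.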

How the results depend on the processing

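Every setting that combines slide as a block with another choice, the median pixel signal with mean centring or quantile normalization, the deposited table with quantile normalization, the exact permutation test within slides and the test of slide against diet on the deposited table were chosen only after the results were seen.

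Mt2A was called in all 32 of its settings and Mt1a in all 30. For 73 named genes, 1166 values were recomputed. Of these, 961 kept their direction and their side of the threshold, 132 passed it in the same direction, 17 lost it and 0 called values changed sign (limma), while 56 values of 12 uncalled genes changed sign. The 99 lower members of the pathways of NF-κB, glutathione, cell death, integrin and DNA repair numbered between 97 and 102 in the settings run for them. The interaction of slide and diet gave 0 calls with limma, with 423 probes of the scanner values and 514 genes of the deposited table at an unadjusted p under 0.05. In the 14 fits that leave out an array, between 8 and 147 genes were called, 8 to 64 higher and 0 to 83 lower, the share of lower calls ran from 0 to 56.46%, and 147 came without HPD replicate 1. For the other results these fits gave 1 to 3 mucin genes with p under 0.05, 0 to 2 pathway members called, 7 to 12 named genes called and a correlation (Spearman's rho) of change with signal from -0.3075 to -0.1203. Family medians ran from 0.003711 to 0.1812 for ribosomal proteins, 0.2183 to 0.3631 for mucins, 1.553 to 1.8 for metallothioneins, 0.1778 to 0.2957 for β-defensins, 0.15 to 0.3025 for olfactory receptors and -0.2237 to -0.1098 for glutathione S-transferases.

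With the alternatives fixed in advance, the number of genes called lower, 0 of 16 by limma, was 4 with the mean pixel signal, 4 with the median pixel signal, 1 with quantile normalization, 1 with cyclic loess, 1819 with normexp, 4 with only probes well above background, 4 with slide as a block and 7 with the deposited table. The total was 4995 with normexp (3176 higher) and 26 with slide as a block. Lower calls made up 21.05% with the mean or the median pixel signal, 36.42% with normexp and 38.89% with the deposited table. The number of mucin genes with p under 0.05, which was 1, became 4 with the mean pixel signal, 5 with the median pixel signal, 5 with normexp and 6 with the deposited table, and stayed 1 with the methods' test and with the exact permutation test. Regrouped within slides, chosen after seeing the data, the exact permutation test gave 2. Normexp called 7 β-defensin genes, 86 pathway members and 53 named genes, where 0, 0 and 10 were called, and 1 pathway member each was called with the median pixel signal and the deposited table. The cause was not tested.

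The replicate numbers were also fitted as a replicate block. It called 7 genes, 6 higher and 1 lower, with 6 named genes and 3 mucin genes with p under 0.05. Deviations of same-numbered arrays over 5000 probes had correlations of 0.29, 0.169, 0.108, -0.0776, 0.183, 0.304 and 0.221 (mean 0.171, other pairs -0.028), and that of replicate 4, the number whose arrays lie on different slides, was under 0.1. The numbers were therefore not taken to pair the rats.

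Among the settings chosen after seeing the data, slide as a block gave the following totals, with higher and lower calls in brackets and then the share of lower calls. The deposited table gave 2767 (1050 and 1717, 62.05%), 222 with quantile normalization (rounded, 1.1e+02 higher, and 115 lower, 51.8%) and 203 with cyclic loess (92 and 111, 54.68%). The scanner values gave 757 with only probes well above background (251 and 506, 66.84%), 3730 with the mean pixel signal (1938 and 1792, 48.04%), 3305 with the median pixel signal (1679 and 1626, 49.2%), 30 with mean centring (18 and 12, 40%), 70 with quantile normalization (40 and 30, 42.86%), 39 with cyclic loess (25 and 14, 35.9%) and 8135 with normexp (5018 and 3117, 38.32%). With centring on the 75th percentile the scanner values gave 20 (20 and 0, 0%). The median pixel signal gave 141 with quantile normalization (69 and 72, 51.06%) and 1855 with only probes well above background (331 and 1524, 82.16%). Without the block, the median pixel signal with mean centring called 7 genes lower (35%) and with quantile normalization 2, and the deposited table with quantile normalization called 3 lower (17.65%). The cause was not tested apart from the trend with signal reported under the other observations.

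With slide as a block, the deposited table gave 5 mucin genes with p under 0.05, 6 β-defensin genes called, 113 pathway members and 53 named genes. After quantile normalization it gave 2, 1, 7 and 18, and after cyclic loess 2 mucin genes and 6 pathway members. With only probes well above background, the scanner values gave 1 β-defensin gene, 24 pathway members and 29 named genes.

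The correlation (rho) of log2 fold change with mean signal, -0.2489, was -0.5543 with the mean pixel signal, -0.5552 with the median pixel signal, -0.614 with normexp, -0.5698 with the deposited table and -0.5948 with slide as a block in it. It was -0.003836 with quantile normalization and turned positive with cyclic loess (0.03376), with only probes well above background (0.1533, and 0.09614 with slide as a block), and in the deposited table with slide as a block after quantile normalization (0.01202) or cyclic loess (0.03212). With the filter on the median pixel signal and slide as a block, the correlation stayed negative (-0.1437). Both normalizations are built to remove such a trend, and the filter removes the dim probes.

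The median of ribosomal protein genes, 0.08228, turned negative with the mean pixel signal (-0.02068), the median pixel signal (-0.0187), quantile normalization (-0.07985), cyclic loess (-0.07418), normexp (-0.06347) and the deposited table (-0.08501, with slide as a block -0.1169, then -0.08429 with quantile normalization and -0.06585 with cyclic loess), and was 0.00685 with slide as a block. The median of β-defensin genes, 0.236, was 0.05649 with quantile normalization, 0.05591 with cyclic loess, and 0.03753 and 0.02679 with these in the deposited table with slide as a block. The median of olfactory receptor genes, 0.2391, was 0.03024, 0.0106, 0.01189 and 0.007879 in the same settings. The median of mucin genes, 0.3408, was 0.3173 with slide as a block and 0.2952 without HPD replicate 7, where camera passed its threshold (adjusted p = 0.0456 and 0.0334, against a range from 0.0334 to 0.438 over its settings, with 9 of 13 probes higher in the fit of diet alone). It fell to 0.1689 with cyclic loess, 0.1741 with normexp, 0.1474 with the deposited table and 0.1423 with slide as a block in it, then 0.04678 with quantile normalization and 0.04163 with cyclic loess. The cause was not tested.

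Signal over background limits the dim genes. Of the 10 mucin genes, 2 were below background on every array, as were 5 of the 7 β-defensin genes.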

Differences from the paper's values

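All settings that combine slide as a block with another choice were tests chosen only after the result was seen.

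The paper gives 1910 differentially expressed genes and 16 were called here. None of the alternatives set before the data were examined comes within 1.5 times of the paper's count. The counts that do are 2767 in the deposited table and 1855 for the median pixel signal of probes well above background, both with slide as a block and chosen after seeing the values. The paper gives 646 upregulated genes against 16 here, and no setting comes within that range. For downregulated genes the paper gives 1264 and 0 were called here by limma (1684 probes lower at an unadjusted p under 0.05). Of the alternatives set before the data were examined, normexp (1819) comes within 1.5 times and the others do not. With slide as a block, chosen after seeing the values, the deposited table (1717), the mean pixel signal (1792), the median pixel signal (1626) and the median pixel signal of probes well above background (1524) do.

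With a fold change above 1.2 the paper gives 315 upregulated genes against 16 here. No alternative set before the data were examined closes this, while with slide as a block only probes well above background (250) and the same filter on the median pixel signal (254), chosen after seeing the values, do. With a fold change below -1.2 the paper gives 1103 genes against 0 here by limma. Normexp (1583) closes it among the alternatives set before the data were examined and the others do not. With slide as a block, chosen after seeing the values, the deposited table (1513), the mean pixel signal (1562), the median pixel signal (1463) and the median pixel signal of probes well above background (1400) do. Between these fold changes the paper gives 492 genes against 0 here, which no alternative set before the data were examined closes. The deposited table (695) and the median pixel signal (737), with slide as a block and chosen after seeing the values, do.

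The paper gives 5 mucin genes with p under 0.05 and 1 was found here. Of the alternatives set before the data were examined, the mean pixel signal (4), the median pixel signal (5), normexp (5) and the deposited table (6) close this and the others do not. Chosen after seeing the values, the deposited table with slide as a block gives 5. The brightest Muc2 probe has p under 0.05 in no setting of the scanner values, while the other Muc2 probes do without changing the setting, and Muc2 does in the deposited table. Muc5ac and Muc20 do with the mean and the median pixel signal, normexp and the deposited table, Muc5ac also without HPD replicate 1, and Muc16 with the median pixel signal, normexp, the deposited table and the replicate block. In these pixel-signal settings and in the deposited table 1 of the mucin genes counted is Muc13, which is lower.

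The paper gives 7 β-defensin genes and 0 were called here by limma (2 with an unadjusted p under 0.05). Normexp (7) closes this among the alternatives set before the data were examined and the others do not. Chosen after seeing the values, the deposited table with slide as a block calls 6. For NF-κB Signaling the paper gives 19 downregulated and 4 upregulated members, and 0 of either were called here (16 with an unadjusted p under 0.05). Normexp (17 and 4) closes both among the alternatives set before the data were examined and the others do not, and the deposited table with slide as a block (19 and 4), chosen after seeing the values, does as well. For the glutathione pathways the paper gives 8 downregulated genes against 0 here (6 with an unadjusted p under 0.05). Normexp (6) closes this among the alternatives set before the data were examined and the others do not, and the deposited table with slide as a block (7), chosen after seeing the values, does. The paper gives a fold change of 1.67 for Krtap13-2 against 2.57 here. Of the alternatives set before the data were examined, the mean pixel signal (2.13), the median pixel signal (2.13), normexp (1.91), the deposited table (1.66) and the mean of all probes (2.06) close this and the others do not. Settings chosen after seeing the values that close it are the deposited table with slide as a block (1.64), and the same with quantile normalization (1.71) or cyclic loess (1.71).

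Of the 18 genes of Table 2 on the array, 4 were called here by their brightest probe and Tfrc by its other probe. Slc39a4 was also called with quantile normalization, cyclic loess, the deposited table and the replicate block, and Rpl5 without HPD replicate 1. Normexp calls 16, all but Pnrc2 and Prdx1. With slide as a block, chosen after seeing the values, the deposited table calls all 18, as do the mean pixel signal, the median pixel signal with or without the filter on background, and normexp. Likewise chosen after seeing the values, only probes well above background call 13 with the block, and the deposited table 9 with quantile normalization and 7 with cyclic loess. Of the genes in the figures, normexp and the deposited table with slide as a block, the latter chosen after seeing the values, call 5 and 5 of the 6 of Fig. 3a, 4 and 5 of the 5 of Fig. 3b, 6 and 6 of the 6 of Fig. 4b, 2 and 3 of the 3 of Fig. 5a, 7 and 8 of the 8 of Fig. 6a, and 7 and 6 of the 7 of Fig. 7b. Defb22 was also called with slide as a block for only probes well above background and for the deposited table with quantile normalization, both chosen after seeing the values. Mgst1 was also called with the median pixel signal, the deposited table and without HPD replicate 2, and Traf6 without HPD replicate 1. Gstm3 was called in no setting run for it. The paper names Slc39a4 as the gene with the lowest fold change. Here it changed by -0.86 and Ppp2r2a (-1.27), Cpd (-1.04), Cela1 (-0.92), Pnrc2 (-0.92) and Ndrg1 (-0.88) fell by more, none of them called. Of the alternatives set before the data were examined, the deposited table put Slc39a4 lowest among the 7 genes it called lower, although Ppp2r2a and Cpd, uncalled, fell by more. Quantile normalization, cyclic loess and the replicate block called Slc39a4 as the only lower gene, which leaves no rank to compare, and normexp called it with 2 called genes lower still. The deposited table with slide as a block, chosen after seeing the values, also puts it (-1.06) below the other genes of Table 2, ahead of Cela1 (-0.98) and Ppp2r2a (-0.98), as do, with the block, the same table after quantile normalization or cyclic loess, the mean pixel signal, the median pixel signal with or without quantile normalization or the filter on background, and normexp. Likewise chosen after seeing the values, it was the lowest called gene, though not the lowest of Table 2, for the scanner values with slide as a block after quantile normalization or cyclic loess, for the median pixel signal with mean centring or quantile normalization, and for the deposited table with quantile normalization. With slide as a block, also chosen after seeing the values, 2 fits of the scanner values called Slc39a4 but not as the lowest. Mean centring had 1 called gene lower still, and only probes well above background had 11. The paper states that Muc2 was upregulated, and its brightest probe changed by 0.01 here, while its other probes rose by 0.50 and 0.76 without being called.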

Other observations

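The tests on the deposited table with slide as a block, after cyclic loess too, and the exact permutation tests within slides were chosen only after the result was seen. The other tests here were set beforehand.

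The count of 16 genes was set against other splits of the 14 arrays into 7 and 7. Of 100 splits, 2 gave as many genes, the real one included. Such a count was thus rare among the splits, but they do not exclude chance as its source. The other, with 1085 genes, held 6 HPD arrays and 1 NPD array in a group, 2 from slide 1 and 5 from slide 2, and gave 0 genes with slide as a block. A split by slide gave 11604 genes. Slide is thus a large source of variation, but as a block it left 26 genes called, the 16 among them, so slide was excluded as the cause of these calls.

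Values of the deposited table with slide as a block were compared with the paper's Table S1. Of the 1688 genes matched by name, 1654 had a fold within 0.001 and a q-value within 1e-04 of Table S1, against 20 with a fold within 0.001 when slide was left out. Of the 1688, 1662 were called there. With cyclic loess 98 were called, with quantile normalization 106, and 5 in the scanner values. The paper's text names diet as the fixed effect of its model, while its listed values were matched only with slide in the model as well. Of 100 splits of the arrays 1 gave as many genes with this setting, the real one. The largest count of the others was 10, so chance is an unlikely source of the count. A hypothesis for the large count is a shift between arrays that depends on signal level. Cyclic loess, which removes such a shift, brought the count from 2767 to 203, which is consistent with that hypothesis. Of the 16 genes called in the scanner values, 14 were called before cyclic loess and 11 after it. The NPD arrays also had a wider spread of log2 signal (SD 2.99 ± 0.0719 against 2.91 ± 0.0397, exact two-sided permutation p = 0.0198, and 0.0261 within slides, n = 7), and whether this difference is technical or comes from the diet was not tested.

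The share of lower calls in that setting moved by -7.37 percentage points with cyclic loess, to 111 of 203 genes. Its 95% confidence interval (47.6 to 61.7%) treats genes as independent and leaves out the spread between rats. A shift with signal thus cannot be told apart from other sources of the excess of lower calls. In the scanner values the share moved by 7.69 points with 16 and 13 genes, too few to decide. Background light left in the values without background subtraction could raise dim genes where the net signal is lower. Of 1045 higher calls 47.8% had no array well above background, as had 0 of the 1717 lower calls and 19.3% of all genes. This cannot be told apart from the trend with signal, since dim genes are the same genes in both.

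Olfactory receptor genes, which served as a set unlikely to be needed by colonocytes, had a median log2 fold change of 0.24 over 1211 probes (camera adjusted p = 3e-08, fry adjusted p = 0.211), of which 676 were below background on every array. Lists matched on signal had 0.2228 to 0.2342, so the excess was 0.0097. The shift with signal thus accounts for nearly all of the rise but not for the excess itself. For β-defensins (0.24, camera adjusted p = 0.000489, fry adjusted p = 0.112, 38 of 40 probes higher) the median lay at percentile 87.4 of matched lists (0.117 to 0.2465). A shift shared by all probes of like signal may thus explain the rise of this median, though Defb22 kept a change of 0.48 after cyclic loess. The median of glutathione S-transferases was -0.18 (camera adjusted p = 5.6e-05, fry adjusted p = 0.0412), that of metallothioneins 1.68 (camera adjusted p = 9.64e-12, fry adjusted p = 5.47e-06), that of mucins 0.34 (camera adjusted p = 0.0843, fry adjusted p = 0.0355) and that of ribosomal proteins 0.08, which camera put lower (adjusted p = 0.333), fry higher (adjusted p = 0.974), and cyclic loess, quantile normalization, normexp and the pixel signals turned negative.

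Most members of NF-κB Signaling were lower, 82.61%. Lists of the paper's called genes matched on signal, from a pool of 1687, had 69.57 to 86.96% lower, and the pathway lay at percentile 75.17, so the excess of lower calls among genes of like signal may explain it. A separate list of NF-κB targets, which shares Nfkbie with Fig. 4b, had a median of -0.37 (camera adjusted p = 0.00056, fry adjusted p = 0.0412), below all matched lists, with 8 probes lower, among them Tnf (-0.53), Icam1 (-0.45) and Cxcl2 (-0.15), and 2 higher, Cxcl1 (0.24, above background on 4 arrays of each group) and Il6, which was below background on every array. The list of NRF2 targets had a median of 0.22, at percentile 97.73 of matched lists (-0.2051 to 0.2114), with 6 probes higher and 4 lower. Camera put it lower (adjusted p = 0.536) and fry higher (adjusted p = 0.974). For cell death, 70 of the 103 members were held and no test was run.

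A larger share of goblet cells was tested as a hypothesis for the mucin genes. The 9 goblet markers other than mucins, of which Spink4 is in Table 2, had 10 probes. The median of these probes was -0.10, at percentile 0.54 of matched lists (-0.03 to 0.21). By the brightest probe, 4 genes were higher (Spink4 1.82, Spdef 0.40, Retnlb 0.22, Atoh1 0.01) and 5 lower (Agr2 -0.63, Clca1 -0.56, Fcgbp -0.44, Tff3 -0.35, Zg16 -0.20). Because the markers went both ways, their median decides nothing, and a larger share of goblet cells cannot be told apart from changes in single genes. The whole goblet list had a median of 0.01 (camera adjusted p = 0.948, fry adjusted p = 0.648).

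A different share of immune or stromal cells was tested as a hypothesis for the called genes. Immune markers had a median of -0.32 at percentile 0.24 of matched lists (-0.20 to 0.25), which camera and fry did not call (adjusted p = 0.0688 and 0.648), and the most abundant, Cd74 and Lyz2, went from 4.51 to 3.89 and from 4.11 to 3.54, each lower in 7 of 7 HPD rats. Stromal and muscle markers had a median of -0.06 (percentile 12.91, camera adjusted p = 0.701, fry adjusted p = 0.712), with Col1a1 at 0.35 and Des at -0.56. Of the immune probes 3 were higher, with Csf1r at 0.24, and 8 lower, while the called probes rose by 0.69 to 2.76. A larger share of immune cells would raise immune markers, so these values argue against it as the source of the called genes. The stromal and muscle markers went both ways, so their median decides nothing. A different share of stromal or muscle cells, or a smaller share of immune cells, cannot be told apart from changes in single genes. Camera and fry adjusted p were 0.524 and 0.507 for absorptive cells (median 0.16), 0.701 and 0.974 for enteroendocrine cells (0.03), 0.261 and 0.712 for stem and cycling cells (-0.03), and 0.233 and 0.283 for red blood cells (0.46).

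More zinc in colonocytes was tested as a hypothesis for the higher metallothionein genes and the lower Slc39a4. The zinc exporter gene Slc30a1, chosen for this test beforehand, rose by 0.5792 on the log2 scale, in 7 of 7 HPD rats (exact two-sided permutation p = 0.00058, and 0.00163 within slides). It was not called by limma, but was in 5 of its 30 settings (adjusted p from 0.0636 to 0.627). Slc39a10 was not on the array. Slc30a1 is the only gene that tests this. The list of genes that zinc raises (median 1.98, camera adjusted p = 5.58e-11, fry adjusted p = 2.27e-05) holds the probes of Mt1a and Mt2A besides Slc30a1, and that of genes it lowers holds Slc39a4 alone, at -0.86, so both restate the pattern and test nothing. Zinc itself was not measured, and more zinc cannot be told apart from other inducers of metallothionein by a single gene. Less iron was tested for Tfrc. The brightest Slc11a2 probe rose by 0.404 (exact permutation p = 0.0361, and 0.0547 within slides, 7 of 7 HPD rats), while its other probes changed by 0.12 and -0.08. Cybrd1 rose by 0.41 within the spread between rats (exact permutation p = 0.528). The list of genes raised by low iron, which holds Tfrc, had a median of 0.41 (camera adjusted p = 0.0121, fry adjusted p = 0.0355), and the iron hypothesis cannot be decided by these genes. The amino acid response had a median of 0.29 (camera adjusted p = 0.164, fry adjusted p = 0.131), and genes of protein, urea and ammonia handling one of 0.03 (0.347 and 0.773).

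The mRNA of Pcna and Cldn1, whose proteins the paper measured otherwise, did not change beyond the spread between rats. Log2 fold changes were 0.07 for Pcna and 0.03 for Cldn1, the last above background on 5 NPD and 4 HPD arrays, and 0.14 for the PCR reference Hprt1. Myc (0.02) and E2f1 (-0.14), which the paper names as predicted regulators, did not either.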
